# A kinase-independent role for CDK8 in BCR-ABL1^+^ leukemia

**DOI:** 10.1038/s41467-019-12656-x

**Published:** 2019-10-18

**Authors:** Ingeborg Menzl, Tinghu Zhang, Angelika Berger-Becvar, Reinhard Grausenburger, Gerwin Heller, Michaela Prchal-Murphy, Leo Edlinger, Vanessa M. Knab, Iris Z. Uras, Eva Grundschober, Karin Bauer, Mareike Roth, Anna Skucha, Yao Liu, John M. Hatcher, Yanke Liang, Nicholas P. Kwiatkowski, Daniela Fux, Andrea Hoelbl-Kovacic, Stefan Kubicek, Junia V. Melo, Peter Valent, Thomas Weichhart, Florian Grebien, Johannes Zuber, Nathanael S. Gray, Veronika Sexl

**Keywords:** Cancer therapy, Haematological cancer

## Abstract

Cyclin-dependent kinases (CDKs) are frequently deregulated in cancer and represent promising drug targets. We provide evidence that CDK8 has a key role in B-ALL. Loss of CDK8 in leukemia mouse models significantly enhances disease latency and prevents disease maintenance. Loss of CDK8 is associated with pronounced transcriptional changes, whereas inhibiting CDK8 kinase activity has minimal effects. Gene set enrichment analysis suggests that the mTOR signaling pathway is deregulated in CDK8-deficient cells and, accordingly, these cells are highly sensitive to mTOR inhibitors. Analysis of large cohorts of human ALL and AML patients reveals a significant correlation between the level of CDK8 and of mTOR pathway members. We have synthesized a small molecule YKL-06-101 that combines mTOR inhibition and degradation of CDK8, and induces cell death in human leukemic cells. We propose that simultaneous CDK8 degradation and mTOR inhibition might represent a potential therapeutic strategy for the treatment of ALL patients.

## Abstract (web summary)

Cyclin-dependent kinases are deregulated in blood cancers. Here, the authors show that CDK8, independent of its kinase activity, regulates mTOR signalling for the maintenance of BCR-ABL1^+^ leukemia, and that the dual inhibition of CDK8 and mTOR signalling induces apoptosis in these cells.

## Introduction

Cyclin-dependent kinases (CDKs) are serine/threonine kinases that are regulated by binding to cyclins^1^. CDKs were initially shown to play important roles in cell cycle control. Over time, their broad and diverse roles in many biological processes were uncovered and CDKs are now considered as important players in transcription, metabolism, neuronal differentiation, hematopoiesis, and stem cell self-renewal [reviewed in ref. ^2^]. CDKs comprise two major sub-groups; the first CDK family including CDK1, 2, 4, and 6 is predominantly involved in cell cycle control. The second group comprising CDKs 7 through 13 are modulators of transcriptional processes^3^. CDK6 unifies functions of both groups^4–8^. This dual function may underlie the great success of three independent CDK4/6 inhibitors (palbo-, ribo-, and abemaciclib), which were recently declared as therapeutic breakthrough by the FDA^9^. Besides CDK4/6, also CDK7 and CDK9 have drawn considerable attention as drug targets. Both CDK7 and CDK9 phosphorylate serine residues in the C-terminal tail of RNA Polymerase II. CDK9 regulates transcription of key genes in hematological cancers such as myeloid cell leukemia-1 (MCL-1), B-cell lymphoma extra-long (BCL-x_L_), or X-linked inhibitor of apoptosis protein (XIAP)^10^. CDK7 is considered to drive super-enhancer-(SE)-associated gene expression in neuroblastoma^11^ and T-cell acute lymphoid leukemia (T-ALL)^12^. First-generation CDK inhibitors such as flavopiridol^13^ and dinaciclib^14^ are active in acute myeloid leukemia (AML)^15^ and chronic myeloid leukemia (CML), but clinical benefit is limited due to adverse effects^16,17^.

CDK8 was initially reported to exert transcriptional repressive functions as part of the mediator complex, a core component of the basal transcription machinery. CDK8 and its paralog CDK19 bind to the mediator complex in a mutually exclusive way but both rely on binding of cyclin C (CCNC) for kinase activity^3^. Single knockout of *Cdk8* and *CCNC* results in embryonic lethality at E2.5-3 due to preimplantation defects^18^, whereas conditional deletion of CDK8 in adult mice is surprisingly well tolerated^19^. Recent studies have shown that CDK8 can exert activating functions as a co-regulator of p53^20^ or hypoxia-induced gene expression^21^. STAT transcription factors are among the best-described targets of CDK8^22,23^. Phosphorylation of STAT1^S727^ enhances transcriptional activity and results in interferon (IFN)-induced gene transcription^24^.

The role of CDK8 appears to be divergent and highly context-dependent. In colon cancer^25,26^, melanoma^27^, prostate^28^, and breast cancer^29^, CDK8 accelerates proliferation and migration. In contrast, it acts as a tumor suppressor in endometrial^30^ and intestinal tumors^19^. In some AML cell lines, inhibition of CDK8 via steroidal alkaloid cortistatin A dramatically alters gene expression and blocks cell proliferation. These changes were due to the relief of CDK8-mediated repression of SE-driven transcription^31^.

The BCR-ABL1 fusion protein drives the development of CML and a subset of ALL cases, which are considered a particular therapeutic challenge. Albeit tyrosine kinase inhibitors (TKIs) for the BCR-ABL1 oncoprotein are available, further therapeutic improvement is required^32^. Resistance mechanisms towards TKIs demand the development of therapeutic strategies^33^. Our findings identify CDK8 as a key mediator of BCR-ABL1-driven leukemia. The role of CDK8 goes beyond its kinase activity, suggesting the development of therapeutic strategies towards its kinase-independent functions.

## Results

### CDK8 is essential for survival of BCR-ABL1^p185+^ leukemic cells

To investigate which CDKs are expressed in hematopoietic malignancies, we measured the levels of CDK6, CDK7, CDK8, CDK9, and CDK19 in a panel of human leukemic cell lines by immunoblotting. Irrespective of the cells’ origin, the levels of CDK6, CDK7, CDK8, CDK9, and CDK19 were dramatically increased in all cell lines compared with non-transformed human mononuclear lymphocytes (hMNL). CDK8 is part of the kinase submodule of the mediator complex, so we tested whether the other members of this complex are also upregulated and we found increased levels of MED12, MED13, and CCNC, which are part of the mediator kinase module (Fig. 1a). A comparable situation was found in murine leukemia cell lines transformed by the v-ABL^p160+^ or BCR-ABL1^p185+^ oncogenes (Fig. 1b).

**Fig. 1:**
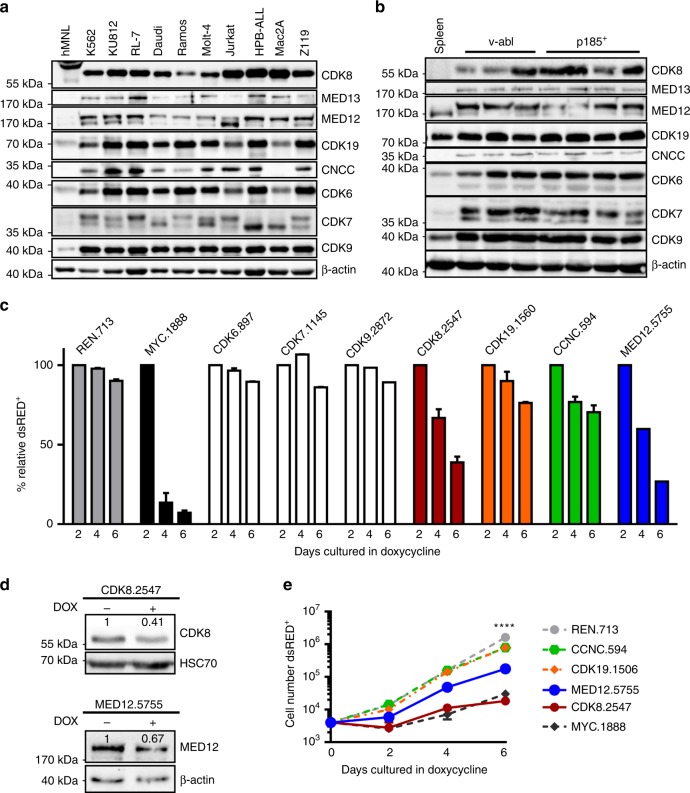
CDK8 is essential for survival of BCR-ABL1^p185+^ leukemic cells. Immunoblotting: levels of CDK6, CDK7, CDK8, CDK9, CDK19, CCNC, MED12, and MED13 in leukemic human (**a**) and murine (**b**) cell lines. Levels of β-actin served as loading control. **c** Induction of shRNA-mediated knockdowns by doxycycline. Percentages of dsRED^+^ BCR-ABL1^p185+^ leukemic cells transduced with TRE3G-dsRED-shRNA-puro (Tet-On) targeting CDK6, CDK7, CDK8, CDK9, CDK19, CNCC, or MED12. Numbers indicate the starting point of shRNA sequence. Data represent frequencies of dsRed^+^ BCR-ABL1^p185+^ cells over time, normalized to the percentages of dsRED^+^ cells after 2 days of doxycycline (DOX) administration. shRNAs directed against Renilla (REN) or MYC served as negative and positive controls. One representative experiment performed in duplicates out of three with similar outcome is shown. **d** Verification of shRNA-mediated knockdown of CDK8 and MED12 by immunoblotting (day 2 after doxycycline administration). β-Actin and HSC70 served as a loading control. Numbers refer to densitometric analysis of the blotted protein in reference to loading control levels. **e** Growth curves of shRNA-expressing (dsRed^+^) Tet-On BCR-ABL1^p185+^ cells. One representative experiment performed in triplicates out of three with similar outcome is shown. Levels of significance were calculated using two-way ANOVA followed by Dunn’s test; data represents means ± SD (****p < 0.0001). Source data are provided as a Source Data file

We tested which of the CDKs support viability and proliferation of mouse BCR-ABL1^p185+^ B-ALL cells by using an inducible Tet-On RNAi system, in which short hairpin RNA (shRNA) expression is coupled to a dsRed reporter gene. DsRed^+^ cells were detectable 2 days after doxycycline treatment and followed over time. Although knockdown of CDK6, 7, or 9 did not induce strong anti-proliferative responses, we found a pronounced reduction in the frequency of dsRed^+^ cells upon knockdown of CDK8 comparable to MYC knockdown, a positive control (Fig. 1c). This prompted us to include CDK19, which has functional homology to CDK8, and the CDK8-binding partners CCNC and MED12, which regulate CDK8’s kinase activity. Neither of these knockdown approaches fully recapitulated the effects of loss of CDK8, with the exception of MED12 (Fig. 1c). Efficiencies of CDK6, CDK7, CDK9, CDK19, MED12, and CCNC knockdown were verified by immunoblotting (Fig. 1d and Supplementary Fig. 1a). Downregulation of CDK8, MED12, or c-MYC was less pronounced, indicating that loss of either protein is incompatible with survival. Growth curves supported these observations (Fig. 1e).

Stable shRNA-mediated knockdown for CDK9, CDK19, MED12, MED13, or CCNC in four individually derived murine BCR-ABL1^p185+^ cell lines gave similar effects to the inducible knockdowns. However, we failed to obtain lines deficient for CDK8 or CDK7 (Supplementary Fig. 1b). We have no explanation for the different effects of CDK7 deletion in short- and long-term knockdown experiments. Our failure to generate CDK8-deficient lines shows that loss of CDK8 is incompatible with survival of BCR-ABL1^p185+^ cells.

### Steady-state hematopoiesis is not affected by loss of CDK8

Efficient drug treatment requires a sufficiently large therapeutic window, which allows killing of tumor cells while sparing normal tissue. We therefore investigated the consequences of *Cdk8* deletion on normal, non-leukemic hematopoiesis using *Cdk8*^*Δ/Δ*^*Vav-Cre* mice. Bone marrow (BM) was isolated from 6-week-old mice. Efficient deletion of CDK8 was verified by immunoblotting (Fig. 2a). Overall, the loss of CDK8 was well tolerated, as white blood cell counts (WBCs), red blood cell counts (RBCs) and numbers of platelets were comparable to those of control mice (Fig. 2b). Detailed flow cytometric analyses revealed no significant differences in the frequencies of hematopoietic cells at various stages of differentiation, indicating that hematopoiesis remained largely unaffected under steady-state conditions (Fig. 2c). Importantly, percentages of LSK cells and stem cell sub-fractions were comparable (Fig. 2d–e). As BCR-ABL1^p185+^ cells are of B-lymphoid origin, we closely investigated the consequences of CDK8 deficiency on early B-cell development. B-cell developmental stages can be distinguished by differential cell-surface expression of B220, CD43, CD19, BP-1, IgM, and IgD^34,35^. Frequencies of individual B-cell fractions were unaltered in BMs of *Cdk8*^*Δ/Δ*^*Vav-Cre* mice (Fig. 2f). Poly(I:C) treatment in *Cdk8*^*Δ/Δ*^*Mx1Cre* mice was used to challenge stress-induced hematopoiesis as it induces a type I IFN-triggered ubiquitous deletion of *Cdk8*. Poly(I:C) treatment in *Cdk8*^*fl/fl*^*Mx1Cre* mice reflected the observations in *Cdk8*^*Δ/Δ*^*Vav-Cre* mice; we did not detect significant changes in the frequencies of hematopoietic cell subsets in the BM or in the blood cells upon *Cdk8* deletion (Supplementary Fig. 2a-f). To explore the functionality of CDK8-deficient stem cells, we set up a competitive transplant experiment. We mixed BM cells from *Cdk8*^*Δ/Δ*^*Vav-Cre Ly5.2*^*+*^ or *Cdk8*^*fl/fl*^ *Ly5.2*^*+*^ mice with *CDK8*^*+/+*^ *Ly5.1*^*+*^ BM cells in a 1:1 ratio and injected them intravenously (i.v.) into lethally irradiated *Ly5.1/2*^*+*^ mice (Fig. 2g). Ten weeks after transplantation, no differences in the repopulation capacity of stem cells of different genotypes were observed (Fig. 2h, i). The absence of CDK8 was confirmed in sorted BM-derived *Cdk8*^*Δ/Δ*^*Vav-Cre Ly5.2*^*+*^ cells (Fig. 2j). In summary, conditional and inducible loss of CDK8 in the hematopoietic system is well tolerated, underlining the potential of CDK8 as a therapeutic target.

**Fig. 2:**
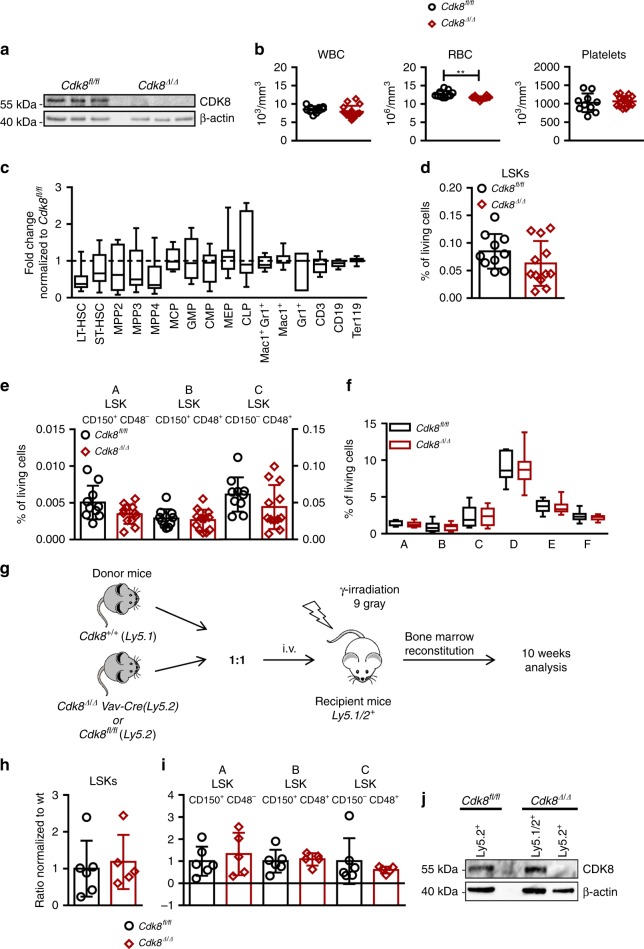
Steady-state hematopoiesis is not affected by loss of CDK8 (*Cdk8*^*Δ/Δ*^*Vav-Cre*). **a** Efficiency of CDK8 deletion in 6-week-old *Cdk8*^*Δ/Δ*^*Vav-Cre* mice. Immunoblotting of BM cells from *Cdk8*^*fl/fl*^ and *Cdk8*^*Δ/Δ*^*Vav-Cre* mice (*n* = 3 per genotype). **b** Analysis of white blood cell count (WBC), red blood cell count (RBC), and platelet count of *Cdk8*^*fl/fl*^ (*n* = 10) and *Cdk8*^*Δ/Δ*^*Vav-Cre* mice (*n* = 16) are depicted. **c** Relative fold change of BM composition of *Cdk8*^*Δ/Δ*^*Vav-Cre* mice (*n* = 10) normalized to mean of *Cdk8*^*fl/fl*^ (*n* = 10). Center value represents median, the box 25th to 75th percentiles, and whiskers min to max. **d** Bar diagram of Lin^−^ Sca-1^+^ c-kit^+^ (LSK) frequencies in BMs of *Cdk8*^*fl/fl*^ (*n* = 10) and *Cdk8*^*Δ/Δ*^*Vav-Cre* (*n* = 12) mice. **e** Frequencies of LSK subpopulations (fraction A, B, and C; *Cdk8*^*fl/fl*^ *n* = 10, *Cdk8*^*Δ/Δ*^*Vav-Cre* *n* = 12). **f** Frequencies of individual populations during early B-cell development according to Hardy nomenclature in pre-pro-B (B220^+^/CD43^hi^/CD19^−^/BP-1^−^; fraction A), early pro-B (B220^+^/CD43^hi^/CD19^+^/BP-1^−^; fraction B), late pro-B (B220^+^/CD43^hi^/CD19^+^/BP-1^+^; fraction C), pre-B (B220^+^/CD43^lo^/IgM^−^/IgD^−^, fraction D), immature (B220^+^/CD43^lo^/IgM^+^/IgD^−^, fraction E), and mature (B220^+^/CD43^lo^/IgM^+^/IgD^+^; fraction F) B cells^34,35^ (*Cdk8*^*fl/fl*^ *n* = 9, *Cdk8*^*Δ/Δ*^Vav-Cre *n* = 12). Center value represents median, the box 25th to 75th percentiles and whiskers min to max. **g** Experimental setup of competition transplants data shown in **h**, **i**. **h** Bar graph displays LSK^+^ cells analyzed for Ly5.1^+^/Ly5.2^+^ composition in total BM. **i** Contributions of Ly5.1^+^ and Ly5.2^+^ cells in LSK subpopulations (fraction A, B, and C; *Cdk8*^*fl/fl*^ *n* = 6 and *Cdk8*^*Δ/Δ*^*Vav-Cre* *n* = 5). **j** Immunoblot of sorted BM cells after competitive transplant. Detection of CDK8 in *Cdk8*^*fl/fl*^ *Ly5.2*, *Cdk8*^*fl/fl*^ *Ly5.1*, and *Cdk8*^*∆/∆*^ *Ly5.2* cells; β-actin served as loading control. Levels of significance were calculated using **b**, **d**, **e**, **f** unpaired *t*-test, **i** Mann–Whitney, and **c** Kruskal–Wallis test followed by Dunn’s test; data represent means ± SD (**p < 0.01). Source data are provided as a Source Data file

### CDK8 is not required for initial BCR-ABL1^p185+^ transformation

To test the consequences of *Cdk8* deficiency for B-lymphoid transformation, we infected *Cdk8*^*Δ/Δ*^*Vav-Cre-*BM cells with a retrovirus encoding pMSCV-*Bcr-Abl1p185*-IRES-eGFP or Ab-MuLV (encoding v-ABL^p160+^). Infected cells were subsequently plated in growth factor-free methylcellulose. Irrespective of the genotype, comparable numbers of B-lymphoid colonies grew out (Fig. 3a and Supplementary Fig. 3a). Deficiency of CDK8 did not affect the levels of CDK19, MED12, MED13, or CNCC (Fig. 3b and Supplementary Fig. 3b). Transformation by BCR-ABL1^p185+^ or v-ABL^p160+^ resulted in the outgrowth of pro-B cells that consistently stain positive for B220, CD19, and CD43, and negative for the maturation markers IgM and IgD (Fig. 3c). BCR-ABL1^p185+^ and v-ABL^p160+^-transduced *Cdk8*^*Δ/Δ*^*Vav-Cre* cell lines showed higher frequencies of apoptotic cells (Fig. 3d and Supplementary Fig. 3c) that were also evident in growth curves; the numbers of v-ABL^p160+^ *Cdk8*^*Δ/Δ*^*Vav–Cre* cells rose significantly slower than those of the control group (Supplementary Fig. 3d). Consistently, the number of cells in the SubG_1_ phase increased upon loss of CDK8 (Fig. 3e and Supplementary Fig. 3e).

**Fig. 3:**
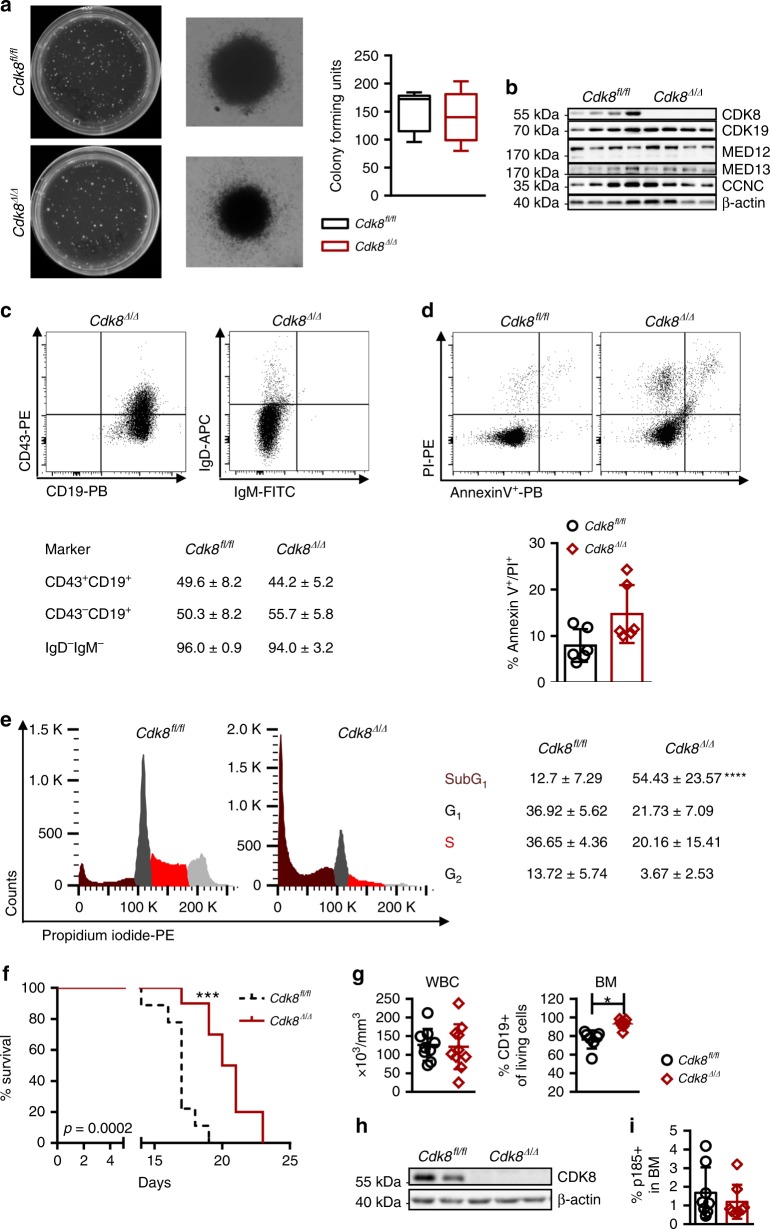
CDK8 is not required for initial BCR-ABL1^p185+^ transformation. **a** BCR-ABL1^p185^-induced colony formation of *Cdk8*^*fl/fl*^ and *Cdk8*^*Δ/Δ*^*Vav-Cre* BM cells in growth-factor-free methylcellulose. The second panel shows single-colony pictures of each phenotype. Summary of colony-formation assays. Center value represents median, the box 25th to 75th percentiles and whiskers min to max (*n* = 4 per genotype; each performed in duplicates). **b** CDK8, CDK19, CCNC, MED12, and MED13 protein levels in BCR-ABL1^p185+^ *Cdk8*^*fl/fl*^ and BCR-ABL1^p185+^ *Cdk8*^*Δ/Δ*^*Vav-Cre* cell lines (immunoblotting). β-Actin served as loading control. **c** Representative FACS blots of B-cell marker staining: B220^+^ gated BCR-ABL1^p185+^ *Cdk8*^*Δ/Δ*^*Vav-Cre* cells with CD43, CD19, IgD, and IgM. Table below indicates frequencies of indicated markers for BCR-ABL1^p185+^ *Cdk8*^*fl/fl*^ and BCR-ABL1^p185+^ *Cdk8*^*Δ/Δ*^*Vav-Cre* cell lines (*n* = 4 per genotype). **d** FACS profile of an AnnexinV/PI staining of BCR-ABL1^p185+^ *Cdk8*^*fl/fl*^ and BCR-ABL1^p185+^ *Cdk8*^*Δ/Δ*^*Vav-Cre* cell lines (*n* = 6 per genotype). **e** PI cell cycle staining of BCR-ABL1^p185+^ *Cdk8*^*fl/fl*^ and BCR-ABL1^p185+^ *Cdk8*^*Δ/Δ*^*Vav-Cre* cell lines. The experiment was performed in technical duplicates; data from one out of three independent experiments are depicted. Table contains frequencies of cells in individual phases of the cell cycle (*n* = 3 per genotype). **f** BCR-ABL1^p185+^ *Cdk8*^*fl/fl*^ and BCR-ABL1^p185+^ *Cdk8*^*Δ/Δ*^*Vav-Cre* cells were injected intravenously (i.v.) into non-irradiated NSG mice (2500 cells/mouse, *n* = 9 mice received BCR-ABL1^p185+^ *Cdk8*^*fl/fl*^ and 10 mice BCR-ABL1^p185+^ *Cdk8*^*Δ/Δ*^*Vav-Cre* cells, 3 independent cell lines per genotype were injected). Survival curves of recipients are depicted (median survival of *Cdk8*^*fl/fl*^ and *Cdk8*^*Δ/Δ*^*Vav-Cre* cohorts: 17 days and 21 days). **g** White blood cell count (WBC) (*n* = 9 *Cdk8*^*fl/fl*^; *n* = 10 *Cdk8*^*Δ/Δ*^*Vav-Cre*) cells and frequencies of CD19^+^ cells in BM of diseased mice (*n* = 7 BCR-ABL1^p185+^ *Cdk8*^*fl/fl*^; *n* = 9 BCR-ABL1^p185+^ *Cdk8*^*Δ/Δ*^*Vav-Cre*). **h** Immunoblotting for CDK8 of ex vivo-derived BCR-ABL1^p185+^ *Cdk8*^*fl/fl*^ and BCR-ABL1^p185+^ *Cdk8*^*Δ/Δ*^*Vav-Cre* cells. Levels of β-actin served as loading control. **i** Homing assay of BCR-ABL1^p185+^ *Cdk8*^*fl/fl*^ vs. BCR-ABL1^p185+^ *Cdk8*^*Δ/Δ*^*Vav-Cre* cells. Bar diagram show percentages of BCR-ABL1^p185+^ cells in the BM 18 h post injection. Asterisks denote statistical significances as determined by an **a**, **c**, **e**, **g** (WBC) unpaired *t*-test, **d**, **g** (BM), **i** Mann–Whitney, or a **f** log-rank test; data represent means ± SD (*p < 0.05; ***p < 0.001; ****p < 0.001). Source data are provided as a Source Data file

The enhanced apoptosis and reduced proliferation of CDK8-deficient cells in vitro may be compensated in vivo by the microenvironment. We transplanted BCR-ABL1^p185+^ or v-ABL^p160+^ transformed *Cdk8*^*Δ/Δ*^ cell lines into NSG mice. Leukemia latency of BCR-ABL1^p185+^ and v-ABL^p160+^ transformed *Cdk8*^*Δ/Δ*^ cells was significantly increased compared to wild-type cells (Fig. 3f and Supplementary Fig. 3f). Analysis of moribund animals unraveled slight differences in disease phenotypes; although the numbers of WBCs were comparable, the frequency of CD19^+^ cells containing the transformed cell population in the BM was significantly increased upon CDK8 loss (BCR-ABL1^p185+^) (Fig. 3g and Supplementary Fig. 3g). The absence of CDK8 was confirmed by immunoblotting of ex vivo*-*isolated BCR-ABL1^p185+^- and v-ABL^p160+^-transduced cells (Fig. 3h and Supplementary Fig. 3h). The prolonged disease latency of the *Cdk8*^*Δ/Δ*^ *Vav-Cre*-transplanted cohort does not result from differences in homing to the BM, as there were no significant differences between BCR-ABL1^p185+^ CDK8-expressing and BCR-ABL1^p185+^ *Cdk8*^*Δ/Δ*^ *Vav-Cre* cells (Fig. 3i). Expression of a CDK8 kinase-dead mutant (D173A) in leukemic *Cdk8*^*Δ/Δ*^ *Vav-Cre* cells accelerated disease development, which indicates that CDK8 exerts its effect in a kinase-independent manner (Supplementary Fig. 3i, j). The data suggest that CDK8 is largely dispensable for the initiation of BCR-ABL1^p185+^ or v-ABL^p160+^ B-ALL, but instead may play an important part in disease maintenance by controlling cell survival.

### CDK8 is required for maintenance of BCR-ABL1^p185+^ leukemia

To investigate the immediate consequence of CDK8 loss in leukemic cells, we created *Cdk8*^*fl/fl*^*Mx1Cre* BCR-ABL1^p185+^ cell lines and deleted *Cdk8* at specific time points by IFN-β (Fig. 4a). Immunoblotting confirmed that IFN-β administration deleted *Cdk8* until day 7, after which multiplication of the few remaining *Cdk8*-positive (non-deleting) cells gave rise to a weak signal for CDK8 (Fig. 4b). Whereas wild-type BCR-ABL1^p185+^ cells were only marginally affected by IFN-β stimulation, the percentage of AnnexinV-positive cells was significantly over 7 days upon loss of CDK8 (Fig. 4c). Cell cycle analysis on day 3 after addition of IFN-β revealed a significant increase of cells in SubG_1_ and a reduction of cells in the S- and G_2_ phases (Fig. 4d). To test the effects of deletion of *Cdk8* in vivo, we transplanted BCR-ABL1^p185+^ wild type and *Cdk8*^*fl/fl*^*Mx1Cre* into NSG mice (Fig. 4e). Deletion of *Cdk8* resulted in a significant survival benefit (Fig. 4f). Immunoblotting of the leukemic cells ex vivo revealed residual CDK8 expression in the leukemic compartment, representing heterozygous deleters or repopulating BCR-ABL1^p185+^ *Cdk8*^*fl/fl*^*Mx1Cre* cells that managed to avoid deletion (Fig. 4g). These non-deleters caused the fatal leukemia with a significant increase in circulating WBCs but a decreased frequency of CD19^+^ cells in the spleen (SPL) (Fig. 4h, i). To follow the kinetics of leukemic cells, we again injected BCR-ABL1^p185+^ *Cdk8*^*fl/fl*^*Mx1Cre* into NSG mice and found a pronounced decrease in the BM upon poly(I:C) treatment after 17 days. Leukemic cells increased again thereafter, indicating a selection of non-deleters that finally induce disease (Supplementary Fig. 4a, b). These experiments using inducible deletion led us to conclude that BCR-ABL1^p185+^ cells depend on CDK8.

**Fig. 4:**
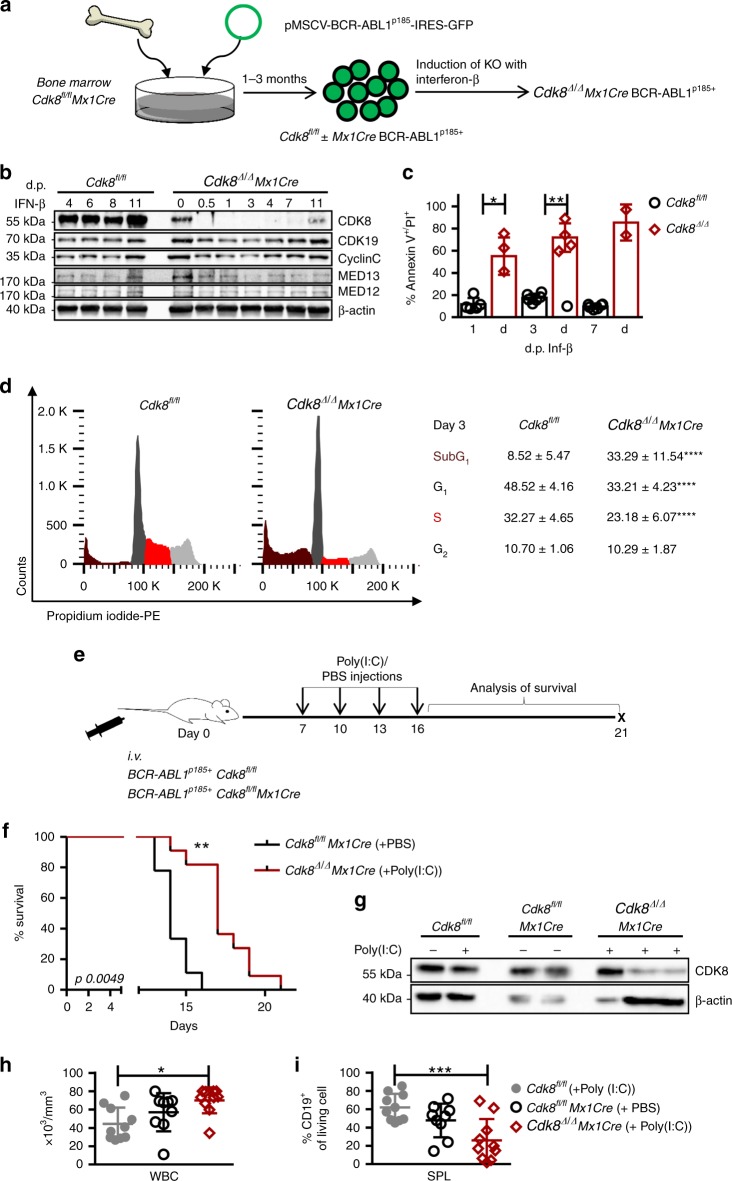
CDK8 is required for maintenance of BCR-ABL1^p185+^ leukemia. **a** Generation of stable BCR-ABL1^p185+^ *Cdk8*^*fl/fl*^ and BCR-ABL1^p185+^ *Cdk8*^*fl/fl*^Mx1Cre cell lines. Scheme depicts experimental setup of data shown in **b**–**d**. **b** Efficiency of CDK8 deletion and protein levels of CDK19, CCNC, MED12, and MED13 at indicated time points post interferon-β (IFN-β) administration (immunoblotting). Levels of β-actin served as a loading control. **c** Proportions of AnnexinV^+^ cells in BCR-ABL1^p185+^ *Cdk8*^*fl/fl*^ or BCR-ABL1^p185+^ *Cdk8*^*Δ/Δ*^ *Mx1Cre* cell lines 1, 3, and 7 days after administration of IFN-β (d.p. IFN-β: days post IFN-β; *n* = 6 BCR-ABL1^p185+^ *Cdk8*^*fl/fl*^; *n* = 4 BCR-ABL1^p185+^ *Cdk8*^*Δ/Δ*^*Mx1Cre*, three independent experiments). **d** Representative PI cell cycle staining of BCR-ABL1^p185+^ *Cdk8*^*fl/fl*^ and BCR-ABL1^p185+^ *Cdk8*^*Δ/Δ*^*Mx1Cre* cell lines. The experiment was performed in duplicates; one of three experiments is depicted. Table indicates frequencies of cells in individual phases of the cell cycle (*n* = 3 per genotype, measured in duplicates). **e** Scheme depicting experimental setup of in vivo experiment. **f** Kaplan–Meier shows survival curves of non-irradiated NSG mice that have received BCR-ABL1^p185+^ *Cdk8*^*fl/fl*^ or BCR-ABL1^p185+^ *Cdk8*^*fl/fl*^*Mx1Cre* cell lines (2500 cells/mouse, *n* = 9 mice received BCR-ABL1^p185+^ *Cdk8*^*fl/fl*^ and *n* = 11 BCR-ABL1^p185+^ *Cdk8*^*fl/fl*^*Mx1Cre* cells, 3 independent cells lines per genotype were injected). **g** Immunoblotting for CDK8 of ex vivo-derived BCR-ABL1^p185+^ cell lines (±poly(I:C) injections). Levels of HSC70 served as a loading control. **h** White blood cell count (WBC) of mice on day of terminal disease (analysis). **i** Summary of frequencies of CD19^+^ cells in spleens (SPL) of diseased mice, *n* = 10 per genotype. Asterisks denote statistical significances as determined by **d** unpaired *t*-test, **c**, **h** Mann–Whitney, **f** log-rank test, or **i** one-way ANOVA followed by Tukey’s test; data represent means ± SD (*p < 0.05; **p < 0.01; ***p < 0.001). Source data are provided as a Source Data file

### Kinase inhibition fails to mimic the effects of *Cdk8* deletion

Various small-molecule inhibitors have been developed to target CDKs in cancer. To further investigate whether CDK8’s kinase activity accounts for the substantial effects in leukemogenesis, we applied the CDK8/CDK19 inhibitors Senexin B and MSC (MSC2530818). The efficiency of the inhibitors was confirmed by reduction of STAT1^S727^ phosphorylation, a known CDK8 kinase substrate (Fig. 5a)^24^. The reduced phosphorylation was accompanied by a lower induction of STAT1 target genes (*Mx1*, *Stat1*, *Tap1*, *Gbp2*, *Irf1*, and *Ido1)* upon IFN-β stimulation (Supplementary Fig. 5a). Despite reduction of pSTAT1^S727^ and its target genes, there was no significant change in the frequency of apoptotic cells in BCR-ABL1^p185+^ *Cdk8*^*fl/fl*^ and *Cdk8*^*Δ/Δ*^*Vav-Cre* cell lines upon treatment with inhibitor (Fig. 5b). The IC_50_ values for Senexin B were almost identical, irrespective of the presence of CDK8 (Supplementary Fig. 5b). We investigated these differences by RNA sequencing (RNA-seq), comparing four individually derived BCR-ABL1^p185+^ *Cdk8*^*Δ/Δ*^*Vav–Cre* cell lines with four BCR-ABL1^p185+^ *Cdk8*^*fl/fl*^ cell lines in the absence and in the presence of a kinase inhibitor (Senexin B). 

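RNA was sequenced from 4 *Cdk8*Δ/Δ*Vav–Cre* and 4 *Cdk8* fl/fl cell lines, each cultured with DMSO and with 1000 nM Senexin B for 48 h, which gave 16 libraries in 4 groups of 4. The replicate number of a library names its line. The authors trimmed the reads, mapped them with STAR and counted them per gene with featureCounts on the GENCODE M13 annotation (GRCm38). The deposited values are these raw counts per gene, taken without regard to strand, so overlapping genes on opposite strands are not told apart. Between 13145876 and 18349425 reads per library were counted on genes. The median was 16527226 in *Cdk8* fl/fl DMSO, 14085383 in *Cdk8* fl/fl Senexin B, 15344007 in *Cdk8*Δ/Δ*Vav–Cre* DMSO and 15905429 in *Cdk8*Δ/Δ*Vav–Cre* Senexin B. Counts were normalized by edgeR's TMM method to counts per 1000000 (CPM), genes with low counts were removed with filterByExpr, and groups were compared with edgeR's quasi-likelihood test. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2, the limits of the paper's Methods. *Cdk8* (ENSMUSG00000029635) lies on chromosome 5 from 146231230 to 146302874. Its RNA was 64.9 ± 3.03 CPM (SD, n = 4 lines) in *Cdk8* fl/fl DMSO and 44.3 ± 7.10 CPM in *Cdk8*Δ/Δ*Vav–Cre* DMSO, a log2 fold change of -0.55 (standard error 0.14, adjusted p = 0.897 from edgeR's quasi-likelihood test). The individual *Cdk8* fl/fl DMSO lines had 68.7, 61.8, 63.3 and 65.8 CPM of *Cdk8*, and the *Cdk8*Δ/Δ*Vav–Cre* DMSO lines 35.3, 52.1, 47.1 and 42.8 CPM. All 4 *Cdk8*Δ/Δ*Vav–Cre* lines were below all 4 *Cdk8* fl/fl lines (two-sided exact permutation test, p = 0.0286, the smallest p that 4 lines against 4 allow). With Senexin B, *Cdk8* was 64.4 ± 16.7 CPM (SD, n = 4) in *Cdk8* fl/fl and 47.4 ± 9.60 CPM in *Cdk8*Δ/Δ*Vav–Cre* lines, and the groups overlapped (exact permutation test, p = 0.114). The *Cdk8* fl/fl lines with Senexin B had 89.4, 56.3, 56.8 and 55.2 CPM and the *Cdk8*Δ/Δ*Vav–Cre* lines 43.9, 61.7, 42.9 and 41.2 CPM of *Cdk8*. The counts cover the whole gene, so reads from exons outside the deleted part are included. Across the fits that each left out 1 library, the log2 fold change of *Cdk8* in DMSO stayed between -0.64 and -0.45.

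**Figure D1:**
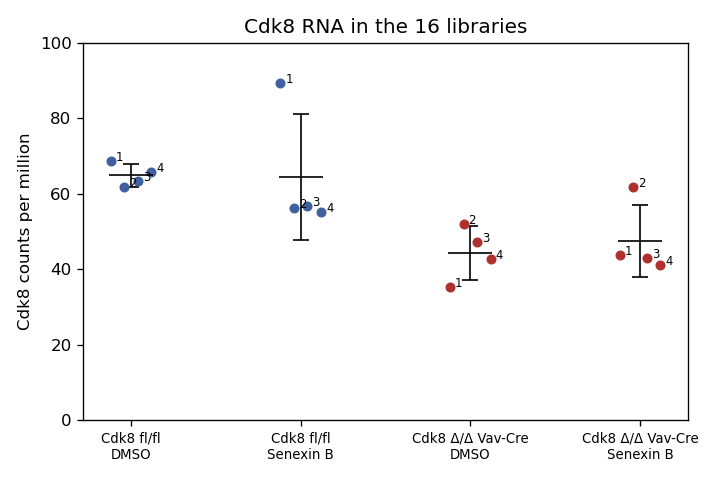
*Cdk8* RNA in CPM (vertical axis) in the 16 libraries, grouped by genotype and treatment, with each line as a point and the mean and SD of the 4 lines of a group. The *Cdk8*Δ/Δ*Vav–Cre* DMSO lines sit between 35.3 and 52.1 CPM and the *Cdk8* fl/fl DMSO lines between 61.8 and 68.7 CPM.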

The absence of CDK8 protein resulted in 103 upregulated and 56 downregulated genes in BCR-ABL1^p185+^ *Cdk8*^*Δ/Δ*^*Vav–Cre* compared with control cell lines. In contrast, Senexin B had only minor effects and affected the transcription of only six genes (Fig. 5c and Supplementary Fig. 5c). 

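In the 8 DMSO libraries, 13174 genes were tested and 1 differed between *Cdk8*Δ/Δ*Vav–Cre* and *Cdk8* fl/fl lines at the adjusted p and fold change limits, while 701 genes had an unadjusted p under 0.05. The gene was *Sva* (ENSMUSG00000023289, chromosome 6, 42038394 to 42042851), with 5.71 ± 0.35 CPM (SD, n = 4) in *Cdk8*Δ/Δ*Vav–Cre* DMSO lines and 0 counts in all *Cdk8* fl/fl lines. Since the *Cdk8* fl/fl lines were at 0, the difference is a lower bound: *Sva* was at least 27.3-fold higher in *Cdk8*Δ/Δ*Vav–Cre* lines (adjusted p = 0.0328 from edgeR's quasi-likelihood test). The alternative that moved this number most was a DESeq2 fit to all 16 libraries with genotype alone and an adjusted p limit of 0.1, chosen after the data were seen, which called 196 genes (121 higher and 75 lower in *Cdk8*Δ/Δ*Vav–Cre* lines). That fit counts each line under both treatments. DESeq2 on the 8 DMSO libraries called 32 genes, 24 higher and 8 lower. With any 1 of the 8 DMSO libraries left out, edgeR called 0 genes, with between 487 and 1420 genes at an unadjusted p under 0.05.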

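Between Senexin B and DMSO libraries of the *Cdk8* fl/fl lines, 0 of 12989 tested genes passed the adjusted p and fold change limits, and 493 had an unadjusted p under 0.05. The smallest adjusted p, 0.236 from the same edgeR test, was shared by *Csf2rb2* and *Fcrl1*, which had log2 fold changes of -2.16 (standard error 0.29) and -2.22 (standard error 0.29). The DMSO and Senexin B libraries of a line resembled each other: after removing the group means, the mean correlation across 14164 genes was 0.716 between libraries with the same replicate number and -0.237 between those with different numbers. Removing the group means makes the second value negative when the first is positive, so only the value of 0.716 bears on the pairing. With the replicate number as a block, 45 genes passed (21 higher and 24 lower with Senexin B). *Csf2rb2* (chromosome 15, 78282517 to 78305603) fell from 33.7 ± 8.84 to 7.49 ± 2.20 CPM (SD, n = 4), with an adjusted p of 0.00665 from edgeR's quasi-likelihood test with the replicate block. Under the same block, *Pld4* had a log2 fold change of -2.58 (standard error 0.23, adjusted p = 0.00665 from edgeR). *Ly6d* rose from 1.51 ± 0.92 to 13.9 ± 5.72 CPM (SD, n = 4), a log2 fold change of 3.24 with the block (standard error 0.31, adjusted p = 0.00739 from edgeR). In all 4 lines, *Csf2rb2* and *Pld4* were lower and *Ly6d* was higher with Senexin B than with DMSO. The alternative that moved the number of genes most, DESeq2 with the replicate block and an adjusted p limit of 0.1, chosen after the data were seen, called 215 genes. Exchanging the DMSO and Senexin B labels of line 1 alone called 222 genes with edgeR and the block.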

CDK8 deletion is thus not recapitulated by inhibition of CDK8 kinase activity in leukemogenesis.

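In the *Cdk8*Δ/Δ*Vav–Cre* lines, Senexin B moved 0 of 13285 tested genes past the limits without a block, with 243 at an unadjusted p under 0.05. With the replicate block, 7 genes passed (5 higher and 2 lower). The same-numbered libraries of these lines had a mean correlation of 0.832 across genes, against -0.274 for different numbers. The negative value again follows from removing the group means. Of the 45 genes called in *Cdk8* fl/fl lines with the block, 43 were tested in *Cdk8*Δ/Δ*Vav–Cre* lines, and all 43 moved in the same direction there, 33 of them with an unadjusted p under 0.05. *Slco1a5*, *Bhlhe41* and *Pld4* passed in both genotypes. The paper describes Senexin B as an inhibitor of CDK19 as well as CDK8, and reports that CDK19 protein was unaffected by CDK8 deficiency. A shared response therefore does not tell inhibition of CDK19 from other effects of Senexin B. The interaction of genotype and Senexin B passed the limits for 0 of 14164 genes, with 67 at an unadjusted p under 0.05. Across the 12820 genes tested in both comparisons, the log2 fold changes of genotype in DMSO and of Senexin B in *Cdk8* fl/fl lines had a Pearson correlation of 0.360. Genes are not independent replicates, and both fold changes use the same *Cdk8* fl/fl DMSO libraries. With those libraries divided between the comparisons, the mean correlation over the 6 ways to do so was -0.116. With the *Cdk8* fl/fl lines themselves divided, chosen after the data were seen, it was 0.126. The paper concludes that inhibiting the kinase activity does not reproduce CDK8 deletion. For this it uses the larger number of genes that differed with the loss of CDK8 protein than with Senexin B. It also reports no significant change in apoptosis with the inhibitors and nearly equal Senexin B IC50 values in both genotypes. In its transplants, a kinase-dead CDK8 mutant sped up disease. Those experiments were not analysed here.

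**Figure D2:**
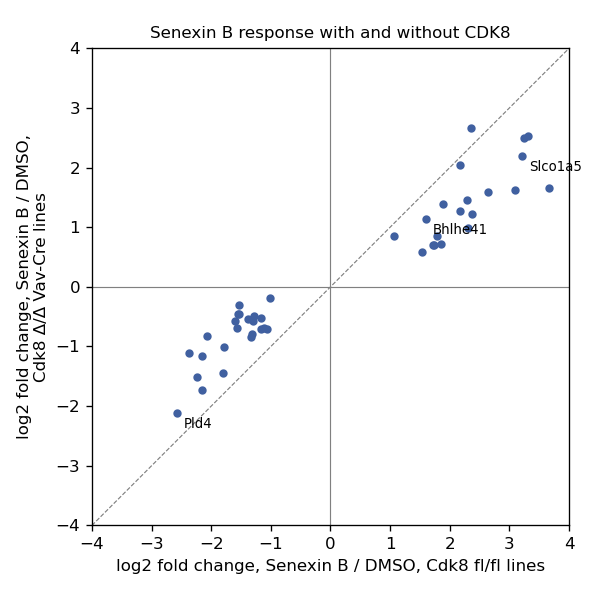
Log2 fold change of Senexin B over DMSO with the replicate block in *Cdk8* fl/fl lines (horizontal axis) and in *Cdk8*Δ/Δ*Vav–Cre* lines (vertical axis) for the 43 genes called in *Cdk8* fl/fl lines and tested in both; each point is a gene and the dashed line marks equal changes. All 43 points lie in the lower left or upper right part of the plot, where both changes have the same sign.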

**Fig. 5:**
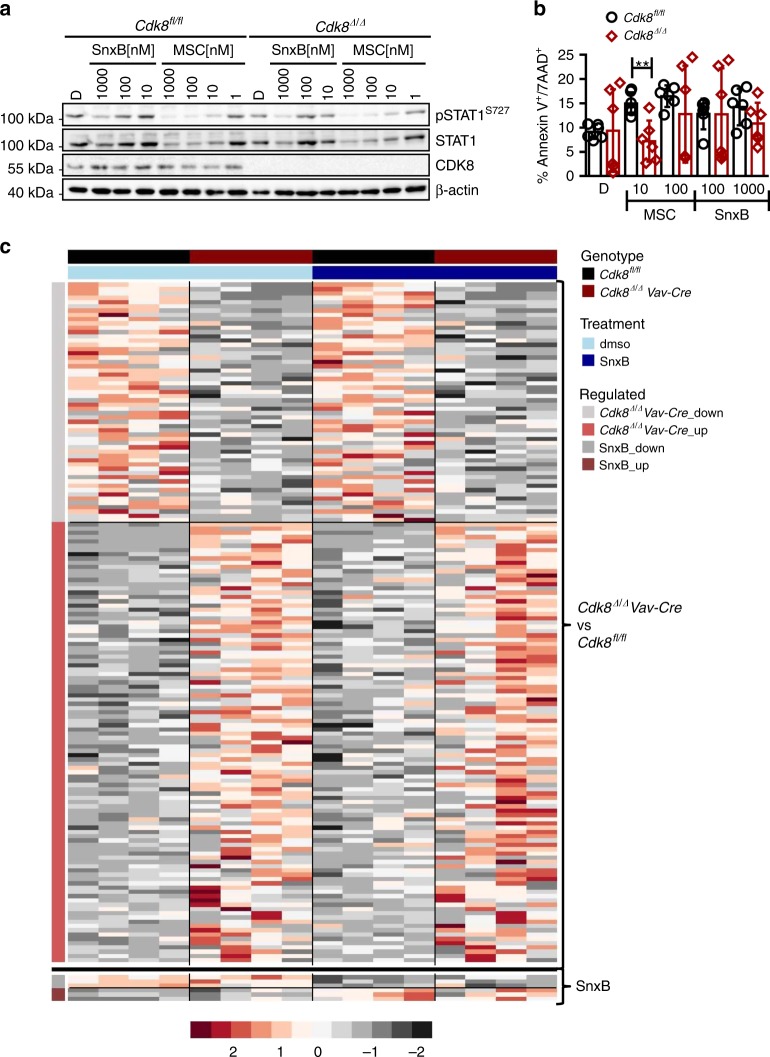
Kinase inhibition fails to mimic the effects of *Cdk8* deletion. **a** Immunoblotting of pSTAT1^S727^ of BCR-ABL1^p185+^ cells after 48 h incubation with increasing concentrations of MSC or Senexin B (SnxB). Induction of phosphorylation was induced by 30 min IFN-β stimulation prior collection. β-Actin served as a loading control. **b** AnnexinV/PI staining (after 48 h) of BCR-ABL1^p185+^ *Cdk8*^*fl/fl*^ and BCR-ABL1^p185+^ *Cdk8*^*Δ/Δ*^*Vav-Cre* cell lines in the presence of indicated Senexin B or MSC concentrations. DMSO (0.1%) served as solvent control. Bars represent means ± SD from two independent experiments (*n* = 2 per genotype, measure in triplicates). Asterisks denote statistical significances as determined by unpaired *t*-test (**p < 0.01). **c** Heatmap of 159 differentially expressed genes between BCR-ABL1^p185+^ *Cdk8*^*fl/fl*^ and BCR-ABL1^p185+^ *Cdk8*^*Δ/Δ*^*Vav-Cre* cell lines (*n* = 4 per genotype). The black line separates the sets of genes, which are differentially regulated upon loss of the entire CDK8 protein (BCR-ABL1^p185+^ *Cdk8*^*Δ/Δ*^*Vav-Cre* cell lines vs. BCR-ABL1^p185+^ *Cdk8*^*fl/fl*^; above the black line) from those whose expressions change upon treatment with 1000 nM Senexin B for 48 h (of BCR-ABL1^p185+^ *Cdk8*^*fl/fl*^ cell lines) (FDR < 0.1). Colors display centered and scaled r-log counts ranging from red to gray (high to low expression). Source data are provided as a Source Data file

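Supplementary Fig. 5c labels 16 genes, of which 10 passed the filter on low counts in the DMSO libraries. Of these 10, 3 were higher and 7 lower in *Cdk8*Δ/Δ*Vav–Cre* lines. All 10 had an adjusted p under 0.05 when adjusted over this list alone, and 1 when adjusted over all tested genes. The labels are the paper's own calls on these data. *Nradd* (chromosome 9, 110621135 to 110624452) rose from 0.545 ± 0.056 CPM in *Cdk8* fl/fl to 3.73 ± 1.48 CPM in *Cdk8*Δ/Δ*Vav–Cre* DMSO lines (SD, n = 4 each), a log2 fold change of 2.76 (standard error 0.36, adjusted p = 0.286 from edgeR). *Armcx1* (chromosome X, 134717963 to 134721917) was at 20.7 ± 16.9 CPM in *Cdk8* fl/fl and 1.44 ± 2.18 CPM in *Cdk8*Δ/Δ*Vav–Cre* lines (SD, n = 4), a log2 fold change of -3.84 with a standard error of 1.33. *Pde4d* fell from 32.5 ± 2.97 to 20.4 ± 2.61 CPM (SD, n = 4), a log2 fold change of -0.67 with a standard error of 0.15. *H19* was at 0.189 ± 0.215 CPM in *Cdk8* fl/fl and varied widely in *Cdk8*Δ/Δ*Vav–Cre* lines, at 47.7 ± 68.9 CPM (SD, n = 4). For *Nradd*, *Armcx1*, *Pde4d* and *H19*, every *Cdk8*Δ/Δ*Vav–Cre* DMSO line lay on one side of every *Cdk8* fl/fl DMSO line, which happens by chance for 2.86% of genes with 4 lines against 4.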

### CDK8 regulates the mTOR pathway

We used gene set enrichment analysis (GSEA) to identify pathways that are perturbed in the absence of CDK8 (*Cdk8*^*Δ/Δ*^*Vav–Cre*). GSEA analysis identified downregulation of 14 pathways, including several prominent signaling pathways involved in BCR-ABL1-driven disease. 

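The Hallmark collection was not used here. In its place, 11 mouse Reactome sets whose subjects match the paper's pathways, and the mTOR pathway members of Fig. 7a as a further set, were tested on the 8 DMSO libraries with limma's camera, which compares the genes of a set with all other genes (inter-gene correlation 0.01). Of these 12 sets, 2 had an adjusted p under 0.05, adjusted over the sets. The Reactome PI3K and AKT activation set was lower in *Cdk8*Δ/Δ*Vav–Cre* lines, with a mean log2 fold change of -0.20 over 49 tested genes, 33 of them lower (camera, adjusted p = 0.0473). The cholesterol biosynthesis set was higher in *Cdk8*Δ/Δ*Vav–Cre* lines, with a mean log2 fold change of 0.32 over 22 genes (camera, adjusted p = 0.00111). With whole libraries permuted instead, the 4 *Cdk8*Δ/Δ*Vav–Cre* against the 4 *Cdk8* fl/fl lines gave an exact p of 0.114 for the mean of the PI3K and AKT set and 0.257 for that of the cholesterol set. Under fgsea, run as an alternative, both sets had the same directions. Its adjusted p was 0.00194 for the PI3K and AKT set and 0.00150 for the cholesterol set. With the inter-gene correlation estimated for each set, 0 sets passed, as was also the case in some fits that left out a single library. In the libraries with Senexin B, both sets lay in the opposite direction between the genotypes: 19 of 22 genes of the cholesterol set were lower in *Cdk8*Δ/Δ*Vav–Cre* lines (median log2 fold change -0.36) and 31 of 51 genes of the PI3K and AKT set were higher (median 0.06), each with an exact permutation p of 0.486.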

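The Reactome TNF signaling set had a mean log2 fold change of -0.14 between *Cdk8*Δ/Δ*Vav–Cre* and *Cdk8* fl/fl DMSO lines over 8 tested genes, 7 of them lower (camera, adjusted p = 0.322). The mTOR signalling set had a mean log2 fold change of -0.07 over 26 genes, of which 16 were lower (camera, adjusted p = 0.558), and stayed between -0.11 and -0.01 with each library left out in turn. The set for mTORC1-mediated signalling had a mean of 0.01 over 11 genes, 4 of them lower (camera, adjusted p = 0.757). The PI3K cascade set had a mean of -0.10 over 45 genes, 28 of them lower (camera, adjusted p = 0.322). None of these 4 sets passed the limit. With Senexin B, 30 of 45 genes of the PI3K cascade set and 15 of 26 of the mTOR signalling set were higher in *Cdk8*Δ/Δ*Vav–Cre* lines, and the TNF signaling set had 4 genes higher and 4 lower.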

Among the top hits, we found “tumor necrosis factor-α signaling via nuclear factor-κB (NFκB)”, “mammalian target of rapamycin complex 1 (mTORC1) signaling,” and “phosphoinositide 3-kinase (PI3K) AKT mTOR signaling” (Fig. 6a). A complete list of deregulated pathways is provided in Supplementary Table 1. 

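Among sets matching other entries of that list, the Reactome interleukin-2 signaling set had a mean log2 fold change of -0.12 between *Cdk8*Δ/Δ*Vav–Cre* and *Cdk8* fl/fl DMSO lines (23 of 34 genes lower; camera, adjusted p = 0.0663). The G2/M checkpoint set had a mean of 0.06 (18 of 52 genes lower; camera, adjusted p = 0.297), the set for E2F-mediated regulation of DNA replication -0.01 (17 of 28 lower; camera, adjusted p = 0.757) and the heme biosynthesis set 0.07 (3 of 9 lower; camera, adjusted p = 0.620). For the unfolded protein response only 77.3% of the set's members matched a gene in the files, under the 80% required, so it is not reported.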

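Supplementary Fig. 6b shows 18 genes measured by RT-qPCR. In the DMSO libraries 16 of them passed the filter on low counts; *Tfpi* and *Sox8* did not. Of the 16, 13 were lower and 3 higher in *Cdk8*Δ/Δ*Vav–Cre* than in *Cdk8* fl/fl lines. The median log2 fold change was -0.37, and the values ranged from -3.84 for *Armcx1* to 1.43 for *Epas1*. The mean log2 CPM of the list was lower in *Cdk8*Δ/Δ*Vav–Cre* lines (two-sided exact permutation test, p = 0.0286, adjusted p = 0.4 over 21 lists and sets tested the same way). The paper's legend describes the genes as differentially expressed by RNA-seq. The list may thus have been chosen from these data, and its low p values are then no separate evidence. Of the 16 genes, 6 had an unadjusted p under 0.05 in edgeR's test, 1 had an adjusted p under 0.05 over this list alone, and 0 over all tested genes. *Ptk2* had a log2 fold change of -2.42 (standard error 0.83), *Kif3c* of -1.47 (standard error 0.36) and *Cdkn1a* of -0.78 (standard error 0.28). *Atm* and *Bax*, at 0.06 and 0.09, were close to unchanged. *Epas1* was higher in all 4 *Cdk8*Δ/Δ*Vav–Cre* lines than in any *Cdk8* fl/fl line, with a standard error of 0.40.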

Confirmation was provided by the EnrichR program (Supplementary Fig. 6a and Supplementary Table 2), which validated the deregulation of 18 genes (Supplementary Fig. 6b). Phosphorylation of key players in the mTOR pathway (pS6^S240/244^, p4E-BP-1^T37/46^, and pAKT^S473^) was reduced in CDK8-deficient cells (Fig. 6b, c). We confirmed the involvement of CDK8 in the regulation of signaling pathways with commercially available inhibitors of the mTOR, PI3K, and NFκB pathways. IC_50_ levels were determined in BCR-ABL1^p185+^ *Cdk8*^*fl/fl*^ and BCR-ABL1^p185+^ *Cdk8*^*Δ/Δ*^*Vav–Cre* cell lines (Fig. 6d). Loss of CDK8 was associated with a >20-fold enhanced susceptibility to the two mTOR inhibitors Torin1 and Everolimus. The combined inhibition of PI3K and mTOR (by BEZ235) was threefold more effective in *Cdk8*-positive cell lines, presumably because of feedback loops. Sensitivity to inhibition of the NFκB pathway (by Bay11) was little altered by the loss of CDK8 and the effects of inhibition of PDK1/Akt, Flt3/PIM, JAK1, and JAK2 (by Ruxolitinib), and of PI3Kδ (by Cal101) were also independent of the presence of CDK8. The absence of CDK8 renders cells slightly more susceptible to inhibition of CDK9 (NVP-2) or CDK7 (THZ-1), although the IC50’s are well above the published ranges for specific effects so the results presumably reflect general toxicity (Fig. 6d and Supplementary Fig. 6c). The findings confirm that CDK8 has a role in the mTOR signaling pathway.

**Fig. 6:**
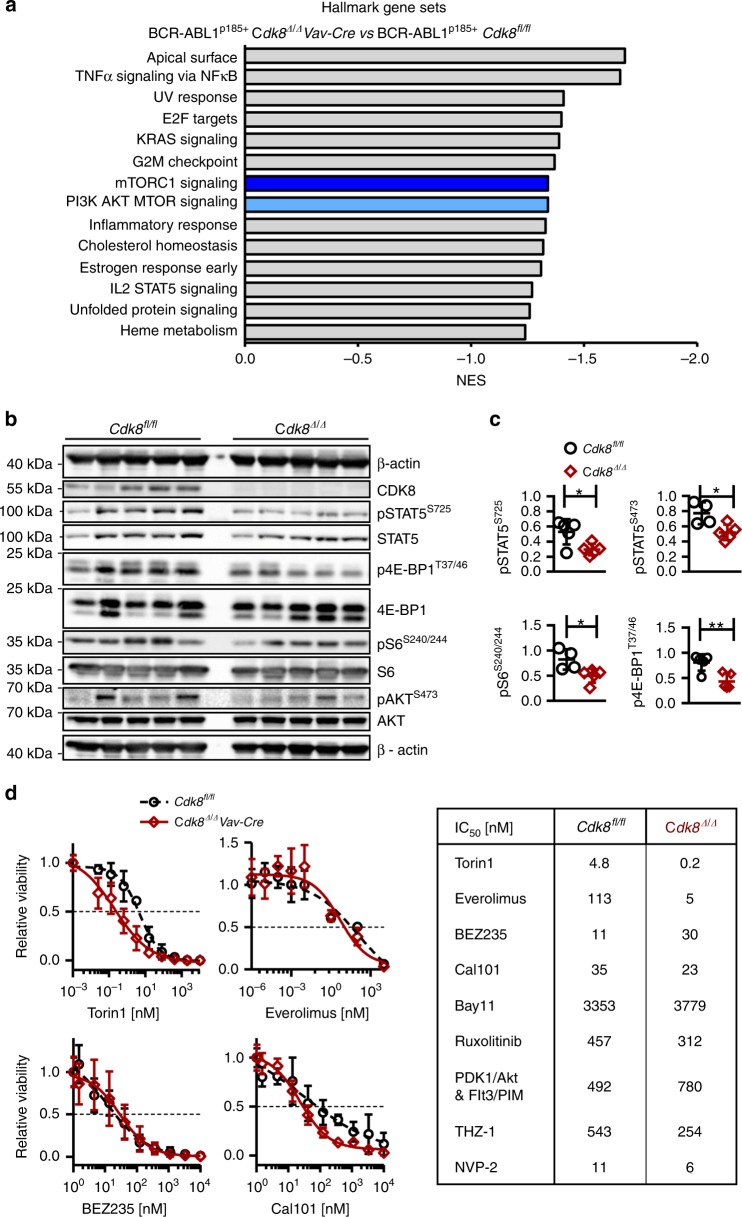
CDK8 regulates the mTOR pathway. **a** Gene set enrichment analysis (RNA-seq data) reveals 14 significantly downregulated pathways in BCR-ABL1^p185+^ *Cdk8*^*Δ/Δ*^*Vav-Cre* cells. NES: normalized enrichment score. **b** Immunoblots of five independent cell lines per genotype were probed for pAKT^S473^, total AKT, pS6^S240/244^, total S6, p4E-BP^T34/46^, and total 4E-BP-1. In addition, pSTAT5^S725^, STAT5, and CDK8 were blotted. β-Actin served as loading control. **c** Bar diagrams depict densitometric analysis of signal intensities relative to the loading control (of western blottings shown in **b)**. **d** Representative dose–response curves for Torin1, Everolimus, BEZ235, and Cal101; mean ± SD. Table includes IC_50_ values of Torin1 (mTORC1 and mTORC2), Everolimus (mTORC1), BEZ235 (PI3K/ATM/ATR and mTOR), Cal101 (PI3Kdelta), Bay11 (NFκB), Ruxolitinib (JAK1 and JAK2), PDK1/Akt and Flt3/Pim dual inhibitor, THZ-1 (CDK7) and NVP-2 (CDK9) on BCR-ABL1^p185+^ *Cdk8*^*fl/fl*^, and BCR-ABL1^p185+^ *Cdk8*^*Δ/Δ*^*Vav-Cre* cell lines. Data represent the summary of one to three cell lines per genotype in technical triplicates. Asterisks denote statistical significances as determined by an unpaired *t*-test; mean ± SD (*p < 0.05; **p < 0.01). Source data are provided as a Source Data file

### Chemical CDK8 degradation cooperates with mTOR inhibition

We analyzed publicly available data from large cohorts of ALL (*n* = 203; TARGET study) and AML (*n* = 179; The Cancer Genome Atlas (TCGA) study) patients for a potential link between CDK8 and members of the mTOR pathway. Data on AML patients were included, as CDK8 has been implicated in the disease^31^. In both diseases, we found a significant correlation of CDK8 with members of the mTOR pathway including CREB1, TSC1, mTOR, PIK3CD, ZZI1, DEPTOR, SOS1, RRAGB, LAMTOR5, PIK3CB, and PTEN (Fig. 7a, b). Furthermore, CDK8 and members of the mTOR pathway are correlated in a number of other cancers including thyroid carcinoma, thymoma, prostate adenocarcinoma, and liver hepatocellular carcinoma (Supplementary Fig. 7a).

**Fig. 7:**
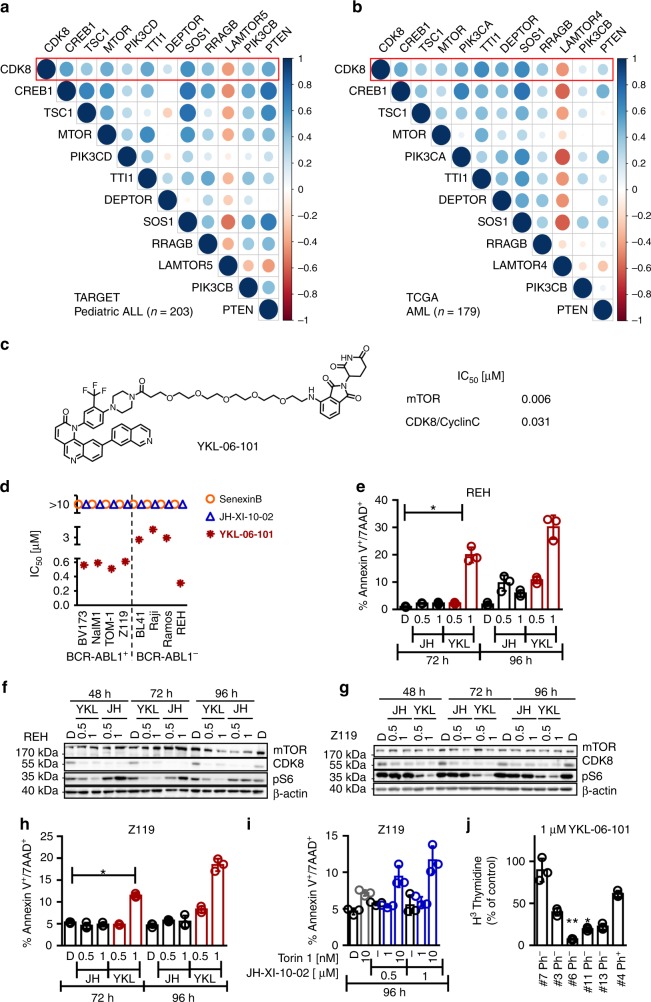
Chemical CDK8 degradation cooperates with mTOR inhibition. **a** Co-expression matrix of CDK8 and members of mTOR/PI3K signaling pathways in samples of 203 pediatric ALL patients (TARGET cohort, RNA-seq) and **b** 179 AML patients (TCGA AML cohort, RNA-seq). The scale indicates Spearman’s correlation coefficients ranging from −1 (red) to 1 (blue). **c** Structure of degrader YKL-06-101 and biochemically verified IC_50_’s for mTOR and CDK8/Cyclin C inhibition. **d** Thymidine incorporation assay based IC_50_’s of BCR-ABL1^+^ (BV173, Nalm1, Tom1, Z119) and BCR-ABL1^−^ (BL41, Raji, Ramos, REH) human leukemic cell lines after 48 h incubation with increasing concentrations of JH-XI-10-02, YKL-06-101, or Senexin B. **e** AnnexinV/7AAD staining of REH cells incubated with 0.5 µM and 1 µM of JH-XI-10-02 or YKL-06-101 for 72 and 96 h. DMSO was used as vehicle control (D: DMSO, *n* = 3). Immunoblots show mTOR, CDK8, and pS6 after incubation of **f** REH cells or **g** Z119 cells with 0.5 µM and 1 µM of JH-XI-10-02 or YKL-06-101 for 48, 72, and 96 h. DMSO (indicated as D) was used as vehicle control and β-actin served as loading control. **h** AnnexinV/7AAD staining of Z119 cells incubated with 0.5 µM and 1 µM of JH-XI-10-02 or YKL-06-101 for 72 and 96 h. DMSO was used as a vehicle control (D: DMSO, *n* = 3). **i** AnnexinV/7AAD staining of Z119 cells incubated with Torin1, JH-XI-10-02, or both in combination with indicated concentrations for 72 and 96 h. DMSO (indicated as D) was used as a vehicle control. One representative experiment out of three is depicted. **j** Bar diagram depicts relative thymidine incorporation of six primary B-ALL patient samples incubated for 48 h with 1 μM of YKL-06-101. Patient #1 represents a non-responder, patient #4 was BCR-ABL1^+^ (Ph^+^), whereas the others were BCR-ABL1^−^ (Ph^−^). Levels of significance were calculated using Kruskal–Wallis test followed by Dunn’s test, data represents means ± SD (*p < 0.05, **p < 0.01). Source data are provided as a Source Data file

To evaluate the therapeutic potential of our findings, we targeted CDK8 alone or in combination with mTOR inhibition in human leukemic cells (cell lines or primary samples). As inhibition of CDK8 kinase activity does not mimic the effects of CDK8 knockdown in mice, we used chemical-induced protein degradation strategy^36^ to deplete the CDK8 protein in human leukemic cell lines. The CDK8 degrader JH-XI-10-02 selectively degrades CDK8^37^. In addition, medical chemistry optimization of Torin1, an inhibitor of mTOR, which also affects CDK8 kinase activity (IC_50_ of 159 nM)^38^, resulted in the development of THZ4-55, a more potent inhibitor of CDK8 (IC_50_ = 5 nM). By linking THZ4-55 with thalidomide, a ligand that can recruit the E3 ligase cereblon, we generated a bivalent CDK8 degrader, YKL-06-101, which can also inhibit mTOR (Fig. 7c). We tested Senexin B, JH-XI-10-02, and YKL-06-101 in human BCR-ABL1^+^ (BV173, Nalm1, TOM-1, and Z119) and BCR-ABL1^−^ (BL41, Raji, Ramos, and REH) cells. Degrader JH-XI-10-02 and Senexin B treatment induces a proliferation arrest at IC_50_ values above 10 µM. In contrast, the bivalent degrader YKL-06-101 stops proliferation of BCR-ABL1^+^ (Z119, BV173) and of BCR-ABL1^−^ cells (REH) at concentrations below 1 µM (Fig. 7d). Growth arrest is observed after 48 h (Fig. 7d) and is followed by induction of apoptosis and a significant increase in AnnexinV^+^/7AAD^+^ cells (Fig. 7e, h and Supplementary Fig. 8a). Degradation of CDK8 but not of mTOR was verified by western blotting (Fig. 7f, g and Supplementary Fig. 8b). The reduced phosphorylation of S6^S240/244^, indicative of mTOR inhibition, confirms the dual function of the YKL-06-101 degrader (Fig. 7f, g and Supplementary Fig. 8b). Levels of CDK19, CCNC, MED12, and MED13 remained unaltered, irrespective of whether the CDK8 protein was degraded or its kinase activity was inhibited (Supplementary Fig. 8c, d). We verified the synergistic effects of CDK8 degradation and mTOR inhibition by treating cells simultaneously with the CDK8 degrader JH-XI-10-02 and Torin1. Incubation of BCR-ABL1^+^ Z119 cells with 1 µM JH-XI-10-02 and 10 nM Torin1 caused significantly more apoptosis than single treatments, confirming that the effects result from the simultaneous degradation of CDK8 and the inhibition of mTOR (Fig. 7i).

Treatment of primary ALL patient samples with JH-XI-10-02 and YKL-06-101 confirmed the efficacy of YKL-06-101 but not of JH-XI-10-02 alone to induce apoptosis. YKL-06-101 reduced cell viability in 5 out of 12 patient samples, whereas JH-XI-10-02 had no effect (Fig. 7j and Supplementary Table 3). The result strongly suggests that combining CDK8 degradation with mTOR inhibition may represent a therapeutic approach for a subset of ALL patients.

## Discussion

CDK8 has attracted much attention over the last years as potential target for cancer therapy^39^. Small-molecule inhibitors that block CDK8 kinase activity have been shown to be effective in AML^31^, melanoma^27^, breast^29^, prostate^28^, and colon cancer models^39,40^. We describe a kinase-independent function of CDK8 in hematopoietic tumors and suggest that the proteasome-induced degradation of CDK8 in combination with inhibition of mTOR might represent an addition to the therapeutic armory.

CDKs are present at high levels in hematopoietic neoplasms. Although murine leukemia cells (BCR-ABL1^p185+^) contain high levels of CDK6, CDK7, CDK8, CDK9, and CDK19, knockdown of CDK6, CDK7, CDK9, or CDK19 has little effect on cell survival and proliferation in an inducible system. In contrast, deletion of CDK8 has a dramatic effect. Stable knockdown experiments recapitulated the results with inducible shRNAs, although we were not able to generate CDK7- or CDK8-deficient cell lines. The apparent discrepancy between the short- and long-term effects of CDK7 knockdown can be explained by speculating the existence of a stable factor that depends on CDK7; further experiments will be required to test this notion. The pronounced anti-proliferative effects of *Cdk8* deletion in murine leukemia cells were unexpected and indicate the unique role of CDK8 downstream of BCR-ABL1^p185+^ in murine B-ALL. The effect is at least partially independent of the mediator as the deletion of CCNC or MED13 was well tolerated. The pronounced effects of deleting MED12 may be explained by the requirement for MED12 in hematopoietic stem cell homeostasis: *Med12*^*fl/fl*^*Vav1-Cre* animals die within 2 weeks of birth with severely reduced BM and thymus cellularity^41^.

CDK8 does not influence initial transformation by the BCR-ABL1^p185+^ oncogene but is indispensable for the maintenance of established leukemic cell lines. This effect might stem at least in part from CDK8’s role in the phosphorylation of STAT5, a key factor for leukemia maintenance^22,24,42^. Similar to STAT5, CDK8 is essential for the survival of leukemic cells, making it a potential therapeutic target. Deletion of *Cdk8* after disease onset is associated with reduced viability of leukemic cells in vitro and with prolonged survival of the mice in vivo. An additional benefit from targeting CDK8 might arise from the fact that CDK8 represses the natural killer (NK) cell-dependent surveillance of hematopoietic tumors^23^. Deletion of CDK8 in NK cells enhances their cytotoxicity and prolongs the survival of mice suffering from BCR-ABL1^+^ leukemia^43^. Degrading CDK8 would thus kill two birds with one stone: it would inhibit the survival of leukemic cells, while enhancing NK cell cytotoxicity.

A pre-requisite for drug development is the existence of a sufficiently large therapeutic window—any therapeutic strategy must harm transformed cells, while sparing their healthy counterparts. Although CDK8 is absolutely required for the preimplantation of the embryo, *Cdk8* deletion is well tolerated in adult mice. It does not seem to interfere with homeostasis of hematopoietic organs, irrespective of whether it is performed by means of Mx1Cre or by Vav-Cre, and has no impact on the viability or functionality of the HSC. Our findings are consistent with previous work, in which deletion of *Cdk8* in adult mice had no significant effect^19^. It is possible that CDK19, the paralog of CDK8, can compensate for the loss of CDK8 in the adult organism in non-transformed tissues, as proposed in NK^43^ and prostate cancer cells^28^.

Despite its involvement in the transcription machinery (it associates with the mediator complex), CDK8 appears to have some functions that are context-specific. In AML cell lines, inhibition of CDK8/CDK19 kinase activity upregulates SE-associated genes with tumor suppressor and lineage-controlling functions, thereby exerting anti-leukemic effects^31^. No such effects were seen in HCT116 colon cancer cells^31^ and we do not find them in B-ALL cells. Further studies are required to identify the precise mechanism by which CDK8 influences leukemogenesis. As knockdown of MED13 and CCNC is well tolerated, at least some of the effects are independent of the mediator complex.

Although CDK8 was initially discovered as a kinase that regulates transcription, we provide evidence that it has a function that is independent of its kinase activity: inhibition of the CDK8 kinase activity does not consistently mirror the effects of *Cdk8* gene knockdown. Kinase inhibition with Senexin B or MSC causes only minor effects on transcription, whereas the deletion of CDK8 significantly affects transcriptional responses and critical signaling pathways in BCR-ABL1^p185+^-driven leukemia. This finding is consistent with work in HCT116 colon cancer cells, in which inhibition of CDK8 kinase activity induces weak anti-proliferative responses, whereas gene deletion has pronounced effects^5,25,31,44^. Deletion of *Cdk8* (but not inhibition of its kinase activity) leads to reduced levels of mTOR signaling, which has been implicated in BCR-ABL1^+^ leukemia^45^. Although loss of CDK8 and mTOR inhibition has synergistic effects, not such interdependence is seen between the loss of CDK8 and PI3K inhibition. This apparently paradoxical result presumably stems from the complex feedback loops and crosstalk between the mTOR and other PI3K-dependent pathways. CDK8 has been suggested to interact with mTOR in the context of lipogenesis^46^ but not in any form of cancer. An analysis of publicly available RNA-seq data from a range of human cancers suggests that CDK8 levels are highly correlated with the levels of members of the mTOR pathway. The mechanism for the interaction remains a matter for conjecture: we have no direct evidence for or against a physical interaction between CDK8 and mTOR.

TKIs have revolutionized leukemia therapy. Nevertheless, the prognosis for many types of cancer remains poor and patients face a high risk of acquiring resistance-mediating mutations. Specific protein degradation represents a recent mechanism to target proteins independent of their enzymatic activity. We have investigated the potential application of CDK8 degraders, testing the effects of two structurally distinct compounds in human leukemic cell lines. Both molecules cause the efficient degradation of CDK8 but only YKL-06-101 is able to block mTOR signaling. The combined effect of degrading CDK8 and inhibiting mTOR significantly increased apoptosis in three human leukemic cell lines. We believe that this strategy holds a great promise for the clinic, as targeting two unrelated signaling pathways will reduce the probability of developing resistance. Our preliminary investigations suggest that CDK8 interacts with the mTOR signaling pathway not only in a subset of leukemia patients but also in a range of solid cancers. We therefore propose that a combinatorial therapy could represent an approach to treat a range of human cancers.

## Methods

### Cell culture

The following commercially available cell lines were obtained from American Type Culture Collection (ATCC). Established human B-lymphoid cell lines: RL-7 (ATCC no. CRL-2261), REH (ATCC no. CRL-8286), Daudi (ATCC no. CCL-213), and Ramos (ATCC no. CRL-1596). Transformed human T cell lines: Molt-4 (ATCC no. CRL-1582), Jurkat (ATCC no. TIB-152), Mac2A^47^ (RRID: CVCL_H637), and HPB-ALL^48^. K562 (ATCC no. CCL-243) is a well-defined human erythroid leukemia cell line transformed by the BCR-ABL1 oncogene. The following cell lines were kindly provided by Peter Valent and purchased from the Leibnitz Institute DSMZ-German Collection of Microorganisms and Cell Cultures; Ph^+^ cell lines: KU812 (RRID: CVCL_0379), TOM-1 (RRID: CVCL_1895), NALM1 (RRID: CVCL_0091), BV173 (RRID: CVCL_0181); Ph^−^ cell lines: BL41 (RRID: CVCL_1087) and Raji (RRID: CVCL_0511) are Ph^−^. The Ph^+^ Z119 (RRID: CVCL_IU88) cell line was kindly provided to J. V. Melo by Zeev Estrov. hMNLs were isolated from peripheral blood samples over a Ficoll gradient. Human leukemia cell lines and different v-ABL^p160+^, BCR-ABL1^p185+^ mouse cell lines were cultured in RPMI-1640 (Sigma) supplemented with heat-inactivated fetal calf serum (FCS), 50 μM 2-mercaptoethanol, and 100 U/mL penicillin/streptomycin (Sigma). A010 cells (Ab-MuLV producer) and phoenix-ECO (ATCC^®^ CRL-3214^TM^) packaging cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) (Sigma) medium containing 10% FCS and 100 U/mL penicillin/streptomycin. Cell lines are maintained at 37 °C (5% CO_2_) and have been tested regularly for the absence of *Mycoplasma*.

### shRNA knockdowns

For the inducible knockdown experiments, 20 bp shRNAs against mouse CDK8 (*Cdk8* mRNA (NM_153599); starting position: 2547), CDK6 (*Cdk6* mRNA (NM_009873) starting position: 897), CDK7 (*Cdk7* mRNA (NM_009874) starting position: 1145), CDK9 (*Cdk9* mRNA (NM_130860) starting position: 2872), CDK19 (Cdk19 mRNA (NM_198164) starting position 1560), CCNC (*Ccnc* mRNA (NM_016746) starting position: 594), MED12 (*Med12* mRNA (NM_021521) starting position: 5755), and MED13 (Med13 mRNA (NM_001080931) starting position: 9367) were designed based on improved design rules and cloned into microRNA stem (miR-E) in the pSIN-TRE3G-dsRED-miR-E-PGK-Neo (RT3GEN)-inducible retroviral vector^49^. Two vectors containing shRNA against *Renilla* (Ren.713) and MYC (*Myc* mRNA (NM_001177352) starting position 1888) served as controls. Exact shRNA sequences are available in the Supplementary Table 4.

BCR-ABL1^p185+^ cell lines, modified to express rtTA3^50^, were cultured in RPMI-1640 as above with additional 2 µg/mL Puromycin (Invivogen/Eubio). Tet-On BCR-ABL1^p185+^ cells were transduced with RT3GEN-based retroviral pseudoparticles supplemented with 7 µg/mL polybrene (Sigma). Transduced cells were selected for 2 weeks in 1 mg/mL G418 (Invitrogen). Positively selected cells were treated with 0.5 µg/mL doxycycline (Sigma) to induce expression of the dsRed-miR-E cassette. To monitor proliferation and dsRED expression, induced BCR-ABL1^p185+^ cell lines were seeded in 48-well plates at a concentration of 4000 cells/well/mL. The cells were incubated at 37 °C, 5% CO_2_, were counted every 48 h, and were transferred to a plate with fresh media. The percentage of dsRED^+^ cells was determined by flow cytometry (FACSCanto II BD Biosystems).

### Mouse strains

Conditional C57Bl/6N-*Cdk8*^*fl/fl*^ (*Cdk8*^*tm1c(EUCOMM)Hmgu*^)^43^ were breed to B6N-Tg(*Mx1Cre*)^51^ and B6N-Tg(*Vav-Cre*)^52^. *Cdk8*^*fl/fl*^, *Cdk8*^*fl/fl*^*Mx1Cre*, *Cdk8*^*fl/fl*^*Vav-Cre*, *Ly5.1*^*+*^*(CD45.1*^*+*^*)*, *Ly5.1/2*^*+*^ (CD45.1^+^ and CD45.2^+^), and NSG (NOD.Cg-Prkdc^scid^Il2rg^tm1Wjl^/SzJ; The Jackson Laboratory) were maintained under pathogen-free conditions at the University of Veterinary Medicine Vienna. Genotyping primers and detailed thermocycling conditions are available in the Supplementary Table 5.

### Generation of leukemic cell lines and in vitro deletion of endogenous Cdk8

To generate stable leukemic cell lines, bones of *Cdk8*^*fl/fl*^*Mx1Cre* or *Cdk8*^*fl/fl*^*Vav-Cre* were flushed to isolate BM cells for transformation. The phoenix ecotropic (φNX Eco) packaging system was used to produce supernatant containing pMSCV-IRES-GFP-based BCR-ABL1^p185+^ retroviral pseudoparticles. Therefore, phoenix cells were transfected with retroviral vectors using TurboFect® Transfection Reagent (Qiagen). Cells were seeded 1 day before the transfection in six-well plates and grown to 50–70% confluence. Plasmid DNA (1.5 µg) was diluted in 100 µL DMEM containing 10 mM HEPES buffer pH 7.4. 10 µL Turbofect® Transfection Reagent was added, vortexed, and incubated 15 min at room temperature before the transfection mix was added dropwise to the cells. After 24 h, the transfection mix was replaced by RPMI-1640 supplemented with 10% FCS, 50 μM 2-mercaptoethanol, and 100 U/mL penicillin, 100 μg/mL streptomycin (Sigma). Another 24 h and 48 h later freshly collected BM cells were infected with the collected supernatant. A010 cells were used for the production of an ecotropic replication-deficient form of the Abelson virus. To delete *Cdk8* in the BCR-ABL1^p185+^ *Cdk8*^*fl/fl*^*Mx1Cre* lines, leukemic cells were incubated 24 h in 1000 U/mL recombinant IFN-β (MerckMillipore). *Cdk8* deletion was verified by immunoblot analysis.

### Colony-formation assay

BM cells from 6-week-old donor mice were transduced with Abelson virus or BCR-ABL1^p185+^ supernatants including 7 µg/mL polybrene (Sigma). After 24 h, cells were collected and equal numbers of cells were embedded into growth factor-free methylcellulose (MethoCult™). Colonies were counted after 10–14 days.

### In vivo leukemia studies

A total of 2500 *Cdk8*^*fl/fl*^ BCR-ABL1^p185+^, *Cdk8*^*Δ/Δ*^*Vav-Cre* BCR-ABL1^p185+^, or 1 × 10^5^ *Cdk8*^*fl/fl*^ v-ABL^p160+^ or *Cdk8*^*Δ/Δ*^*Vav-Cre* v-ABL^p160+^ cells were injected via the tail vein into non-irradiated NSG mice. Disease onset was traced by analyzing peripheral blood. Upon appearance of BCR-ABL1^p185+^ cells in the peripheral blood, we initiated poly(I:C) injections (200 µg) to induce Cre recombinase expression and *Cdk8* deletion, specifically in the transplanted leukemic cells. Poly(I:C) injections were given intraperitoneally every 3 days (four times in total); subsequently, survival of the mice was monitored. BM, SPL, and blood were collected, cells isolated in phosphate-buffered saline (PBS), and further analyzed by fluorescence-activated cell sorting (FACS).

### Homing assay

*Cdk8*^*Δ/Δ*^*Vav-Cre Ly5.2*^*+*^ or *Cdk8*^*fl/fl*^ *Ly5.2*^*+*^ BM was mixed with *CDK8*^*+/+*^ *Ly5.1*^*+*^ BM cells in a 1:1 ratio (containing comparable numbers of LSKs) and injected them i.v. into lethally irradiated (9 Gy) *Ly5.1/2*^*+*^ mice. Ten weeks after transplantation, composition of BM of recipient mice was analysed for repopulation of LSKs and stem cell populations by FACS staining.

For the noncompetitive setting, 1 × 10^6^ BCR-ABL1^p185+^ *Cdk8*^*fl/fl*^ *Ly5.2*^+^ or BCR-ABL1^p185+^ *Cdk8*^*Δ/Δ*^*Vav-Cre Ly5.2*^*+*^ cells were injected into lethally irradiated (9 Gy) *Cdk8*^*+/+*^ *Ly5.1*^*+*^ mice. After 18 h, mice were euthanized and the BM was analysed for the presence of BCR-ABL1^p185+^ Ly5.2^+^ cells by FACS.

### Flow cytometry

Single-cell suspensions of the splenocytes, thymus, and BM were prepared. For blood analysis, the erythrocytes were lysed using BD FACS Lysing Solution according to the manufacturer’s protocol (BD Bioscience). Hematopoietic stem cell fractions in the BM were identified according to Wilson et al.^53^. Hematopoietic progenitors were characterized by flow cytometry as follows: MCP (Lin^−^, CD127^−^, c-Kit^+^, Sca-1^−^), CMP (Lin^−^, CD127^−^, CD16/CD32^−^, CD34^+^), GMP (Lin^−^, CD127^−^, CD16/CD32^+^, CD34^+^), MEP (Lin^−^, CD127^−^, CD16/CD32^−^, CD34^−^), and CLP (Lin^−^, CD127^+^, c-kit^mid^, Sca-1^mid^). For cell cycle analysis, cells were stained with propidium iodide (PI) (50 μg/mL) in a hypotonic lysis buffer (0.1% sodium citrate, 0.1% Triton X-100, 100 μg/mL RNAse) and incubated at 37 °C for 30 min. Analysis of apoptotic fractions was performed by staining with AnnexinV and 7AAD or PI in AnnexinV 10× Staining Buffer (eBiosciences) according to the manufacturer’s protocol. Flow cytometry experiments were performed on a BD FACSCanto II (BD Bioscience) and analyzed using BD FACSDiva V8.0 or FlowJo V10 software. The detailed information to utilized antibodies are available in the Supplementary Table 6.

### RNA-seq analysis and GSEA

RNA was isolated from immortalized BCR-ABL1^p185+^ *Cdk8*^*fl/fl*^ and *Cdk8*^*Δ/Δ*^*Vav-Cre* cells. Single-end, 50 bp sequencing of libraries prepared with the Lexogen SENSE mRNA-Seq library preparation kit was performed on an Illumina HiSeq-2500 sequencer. After quality control of raw data with FastQC and removement of adapters and low quality reads with Trimmomatic (version 0.36), reads were mapped to the GENECODE M13 genome using STAR (version 2.5.2b) with default parameters. Then, featureCounts from the Subread package (version 1.5.1) was used to obtain gene counts for union gene models. 

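Between *Cdk8*Δ/Δ*Vav–Cre* and *Cdk8* fl/fl lines with Senexin B, 0 of 13010 tested genes passed the limits with edgeR, and 202 had an unadjusted p under 0.05. *Sva* had an adjusted p of 0.0865 in the same edgeR test, with 67 to 103 counts in the 8 *Cdk8*Δ/Δ*Vav–Cre* libraries of both treatments. DESeq2 applied to these 8 libraries called 10 genes, 5 higher and 5 lower in *Cdk8*Δ/Δ*Vav–Cre* lines. The log2 fold changes of genotype in DMSO and with Senexin B had a correlation of 0.713 across 12777 genes, which are not independent replicates and come from the same lines.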

Differentially expressed (*p*-adjust < 0.05 and fold change > 2) treatment dependent (*Cdk8*^*fl/fl*^ dimethyl sulfoxide (DMSO) vs. *Cdk8*^*fl/fl*^ Senexin B; *Cdk8*^*Δ/Δ*^*Vav-Cre* DMSO vs. *Cdk8*^*Δ/Δ*^*Vav-Cre* Senexin B) and genotype-dependent (*Cdk8*^*fl/fl*^ vs. *Cdk8*^*Δ/Δ*^*Vav Cre*) genes were identified using DESeq2 (version 1.18.1). For the heatmap, centered and scaled regularized log-transformed^54^ library size-normalized counts were visualized using the aheatmap function of the R package NMF (version 0.20.6). The command-line version of GSEA was used for GSEA^55^ and pathway analysis was performed with EnrichR^56^ using either significant up- or downregulated genes (fold change > 2, padjust < 0.1) of *Cdk8*^*fl/fl*^ vs. *Cdk8*^*Δ/Δ*^*Vav Cre* cell lines.

### Co-expression matrix

Publicly available datasets of the TARGET pediatric ALL cohort and of 19 TCGA cohorts were obtained from the cBioPortal for Cancer Genomics database^57,58^. RNA-seq RPKM values of CDK8 and various members of the mTOR/PI3K signaling pathways were extracted from these datasets and were used for co-expression analyses. Spearman’s correlation was calculated using the cor function of R software (v3.5.1) and the resulting correlation matrix was visualized using the corrplot package.

### Immunoblotting

Whole-cell extracts were lysed in RIPA buffer (50 mM Tris-HCL (pH 7.6), 150 mM NaCl, 1% NP-40, 0.25% sodium deoxycholate, 1 mM EDTA; 20 mM β-glycero-phosphate, 1 mM sodium vanadate, 1 mM sodium fluoride, 1 mg/mL aprotinin, 1 mg/mL leupeptin, and 1 mM phenylmethylsulfonyl fluoride) or in SDS-sample buffer. Equal amounts of proteins were separated by SDS polyacrylamide gels and were transferred to nitrocellulose membranes (Whatman^®^Protran^®^). After blocking with 5% bovine serum albumin in pY-TBST buffer (10 mM Tris/HCl pH 7.4, 75 mM NaCl, 1 mM EDTA, 0.1% Tween-20), membranes were probed with primary antibodies (Supplementary Table 7) overnight at 4 °C. Immunoreactive bands were visualized after incubation with the secondary antibody and Clarity Western ECL Substrate (Bio-Rad) using the ChemiDoc^TM^ Touch (Bio-Rad).

### RNA isolation and qRT-PCR

Total RNA was isolated from stable BCR-ABL1^p185+^ cell lines. RNA was extracted using the RNeasy Mini Kit (Qiagen). Reverse transcription was performed using the iSCRIPT cDNA synthesis kit following the manufacturer’s instructions (Bio-Rad). All quantitative PCRs (qPCRs) were performed in triplicates with Sso Advanced Universal SYBR Green Supermix (Bio-Rad) according to the instructions of the manufacturer. Levels of mRNAs were normalized to hypoxanthine guanine phosphoribosyltransferase (HRPT), β-actin, or Ube2d2a mRNA. Primer information are available in the Supplementary Table 8.

### Inhibitors

For dose–response curves, BCR-ABL1^p185+^ *Cdk8*^*fl/fl*^ or *Cdk8*^*Δ/Δ*^*Vav-Cre* cells were plated in triplicates in 96-well plates. Four thousand cells per well in 100 µL of media were incubated 48 h with inhibitors (Senexin B: Gentaur GmBH/APExBio; MSC2530818, THZ-1, Torin1, and Everolimus: Selleck Chemicals; Cal101, PDK1/Akt/Flt dual pathway inhibitor, and BAY11-7085: Calbiochem; NVP-2, SEL120-34A: MedChemExpress; Ruxolitinib: Chemietek). Cell viability was assessed using CellTiterGlo (Promega) according to the manufacturer’s instructions. Data for each cell line were normalized to the negative control (DMSO, set to 100% viability) and 50% inhibitor concentration (IC_50_) was determined by using GraphPad Prism® version 5.00. REH, Z119, BV173, BCR-ABL1^p185+^ *Cdk8*^*fl/fl*^, or *Cdk8*^*Δ/Δ*^*Vav-Cre* cells were seeded in a six-well dish at a concentration of 10^6^ cells/mL. Senexin B, MSC2530818, or SEL120-34A was added and after 48 h incubation cells were collected. Cells (10^6^) were washed with ice-cold phosphate-buffered saline (PBS) and were boiled (95 °C) for 20 min in 100 µL SDS-sample buffer consisting of 5% SDS (Biomol), 5% glycerol (Merck), 2.5% 2-mercapoethanol, and a trace amount of bromophenol blue sodium salt (Merck) in 375 mM Tris/HCl (pH 6.8). The remaining cells were analyzed by FACS (cell cycle and viability).

### Degraders

Synthesis details of YKL-06-101 and JH-XI-10-02 are provided in Supplementary Notes 1 and 2. Proliferation of degrader-exposed human leukemic cell lines and primary ALL patient cells were examined by measuring 3H-thymidine uptake after 48 h. For immunoblottings and FACS analysis, cells were incubated with the indicated concentrations of the degraders up to 96 h.

### Statistical analysis

Kruskal–Wallis test (followed by Dunn’s test), one-way analysis of variance (followed by Tukey’s multiple comparison test), log-rank (Mantel–Cox) test, Wilcoxon–Mann–Whitney test, and assessment of half maximal inhibitory concentration values were performed using GraphPad Prism^®^ Software version 5.04 and 6.02. All data are shown as mean ± SD or otherwise as described in the figure legends. The significance is indicated for each experiment (*p *<* 0.05, **p *<* 0.01, ***p *<* 0.001, ****p < 0.0001).

### Study approvals

All animal experiments were approved by the institutional ethics committee and were granted by the national authority (Austrian Federal Ministry of Science and Research) according to Section 8ff of Law for Animal Experiments under license BMWF-68.205/0218-II/3b/2012, and were conducted according to the guidelines of FELASA and ARRIVE.

The ethics committee of the Medical University of Vienna approved the study on human leukemic cells (approval number: 011-2005). All patients gave their written informed consent to participate before BM or blood cells were examined.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Source Data

## Data Availability

The RNA sequencing data have been deposited in the Gene Expression Omnibus (GEO) database under the accession code GSE136923. The source data and uncropped gel pictures underlying Figs. 1a–e, 2a–f, h–j, 3a–i, 4b–d, f–i, 5a–b, 6b–d, and 7d–j, and Supplementary Figs. 1a, 2a–f, 3a–h, 4a–b, 5a–b, 6b–c, and 8a–d are provided as a source data file. Data that support the findings of this study are available from the authors upon reasonable request.

# Supplementary material for: A kinase-independent role for CDK8 in BCR-ABL1+ leukemia
**Source:** Nat Commun. 2019 Oct 18;10:4741. doi: 10.1038/s41467-019-12656-x
**Supplement:** Supplementary file 1 — Supplementary Information

# **A kinase-independent role for CDK8 in BCR-ABL1<sup>+</sup> leukemia**

Menzl et al.

## Supplementary Figures

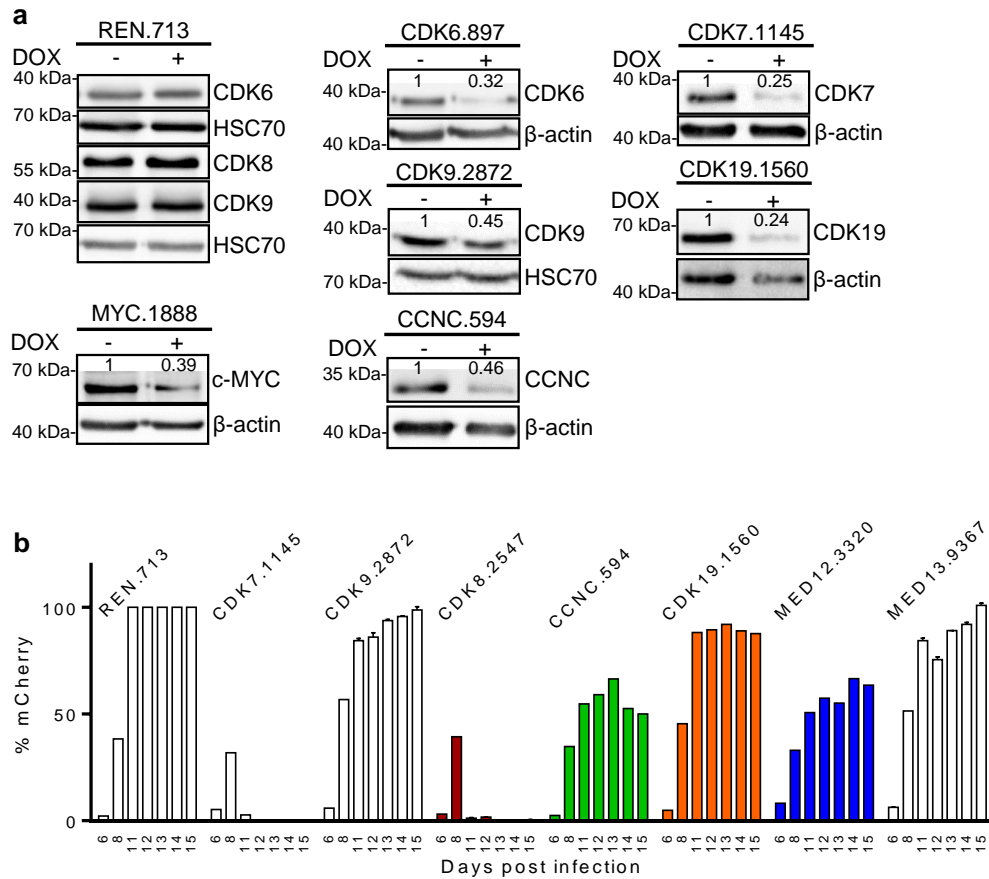

**Supplementary Figure 1: CDK8 is essential for survival of BCR-ABL1<sup>p185+</sup> leukemic cells.** **a** Verification of shRNA mediated knockdown in Tet-On BCR-ABL1<sup>p185+</sup> cell lines. ShREN-expression served as negative and shRNA against MYC served as positive control. Data derived from one representative set of hairpins (directed against REN, MYC, CDK6, CDK7, CDK9, CCNC or CDK19) are depicted. HSC70 or  $\beta$ -actin served as loading controls. **b** Bar diagram shows percentages of mCherry<sup>+</sup> BCR-ABL1<sup>p185+</sup> leukemic cells expressing stable shRNAs targeting CDK7, CDK9, CDK8, CCNC, CDK19, MED12 and MED13. Data represents outgrowth of mCherry<sup>+</sup> BCR-ABL1<sup>p185+</sup> cells over time. ShRNA directed against Renilla (REN) served as negative control, bars represent mean  $\pm$  SD. Source data are provided as a Source Data file

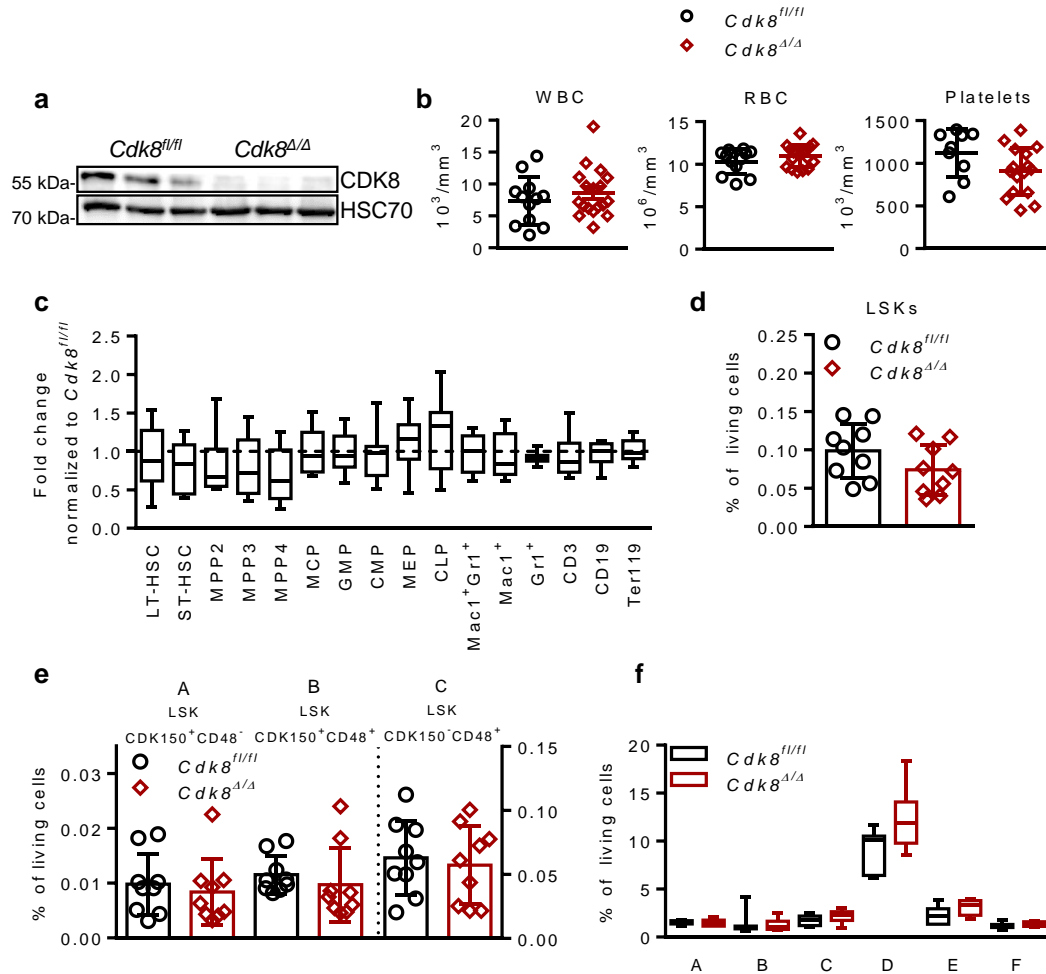

**Supplementary Figure 2:** Steady-state hematopoiesis is not affected by loss of CDK8 (*Cdk8<sup>Δ/Δ</sup>Mx1Cre*). **a** Efficiency of *Cdk8* deletion in *Cdk8<sup>Δ/Δ</sup>Mx1Cre* mice after four intraperitoneal poly(I:C) injections. Immunoblot of BM cells from *Cdk8<sup>fl/fl</sup>* and *Cdk8<sup>Δ/Δ</sup>Mx1Cre* mice (n = 3 per genotype). **b** Analysis of white blood cell count (WBC), red blood cell count (RBC) (*Cdk8<sup>fl/fl</sup>* n = 12 and *Cdk8<sup>Δ/Δ</sup>Mx1Cre* mice n = 18) and platelets count of *Cdk8<sup>fl/fl</sup>* (n = 9) and *Cdk8<sup>Δ/Δ</sup>Mx1Cre* mice (n = 16). **c** Relative fold change of BM composition normalized to mean of *Cdk8<sup>fl/fl</sup>* BM population frequencies (*Cdk8<sup>fl/fl</sup>* n = 11, *Cdk8<sup>Δ/Δ</sup>Mx1Cre* n = 10). Center value represents median, the box 25<sup>th</sup> to 75<sup>th</sup> percentiles and whiskers min to max. **d** Bar diagram of Lin<sup>-</sup> Sca-1<sup>+</sup> c-kit<sup>+</sup> (LSK) frequencies in BM of *Cdk8<sup>fl/fl</sup>* (n = 9) and *Cdk8<sup>Δ/Δ</sup>Mx1Cre* (n = 9) mice. **e** Frequencies of LSK subpopulations (fraction A, B and C; n = 9 per genotype). **f** Frequencies of individual populations during early B-cell development according to Hardy nomenclature in pre-pro-B (B220<sup>+</sup>/CD43<sup>hi</sup>/CD19<sup>-</sup>/BP-1<sup>-</sup>; fraction A), early pro-B (B220<sup>+</sup>/CD43<sup>hi</sup>/CD19<sup>+</sup>/BP-1<sup>-</sup>; fraction B), late pro-B (B220<sup>+</sup>/CD43<sup>hi</sup>/CD19<sup>+</sup>/BP-1<sup>+</sup>; fraction C), pre-B (B220<sup>+</sup>/CD43<sup>lo</sup>/IgM<sup>-</sup>/IgD<sup>-</sup>; fraction D), immature (B220<sup>+</sup>/CD43<sup>lo</sup>/IgM<sup>+</sup>/IgD<sup>-</sup>; fraction E) and mature (B220<sup>+</sup>/CD43<sup>lo</sup>/IgM<sup>+</sup>/IgD<sup>+</sup>; fraction F) B cells (*Cdk8<sup>fl/fl</sup>* n = 7 and *Cdk8<sup>Δ/Δ</sup>Mx1Cre* mice n = 6)<sup>1,2</sup>. Center value represents median, the box 25<sup>th</sup> to 75<sup>th</sup> percentiles and whiskers min to max. Levels of significance were calculated using **b** (WBC), **e** (A and B) Mann-Whitney, **c**, **f** Kruskal-Wallis test followed by Dunn's test and **b** (RBC, Platelets), **d**, **e** (C) unpaired *t*-test, data represents means  $\pm$  SD. Source data are provided as a Source Data file

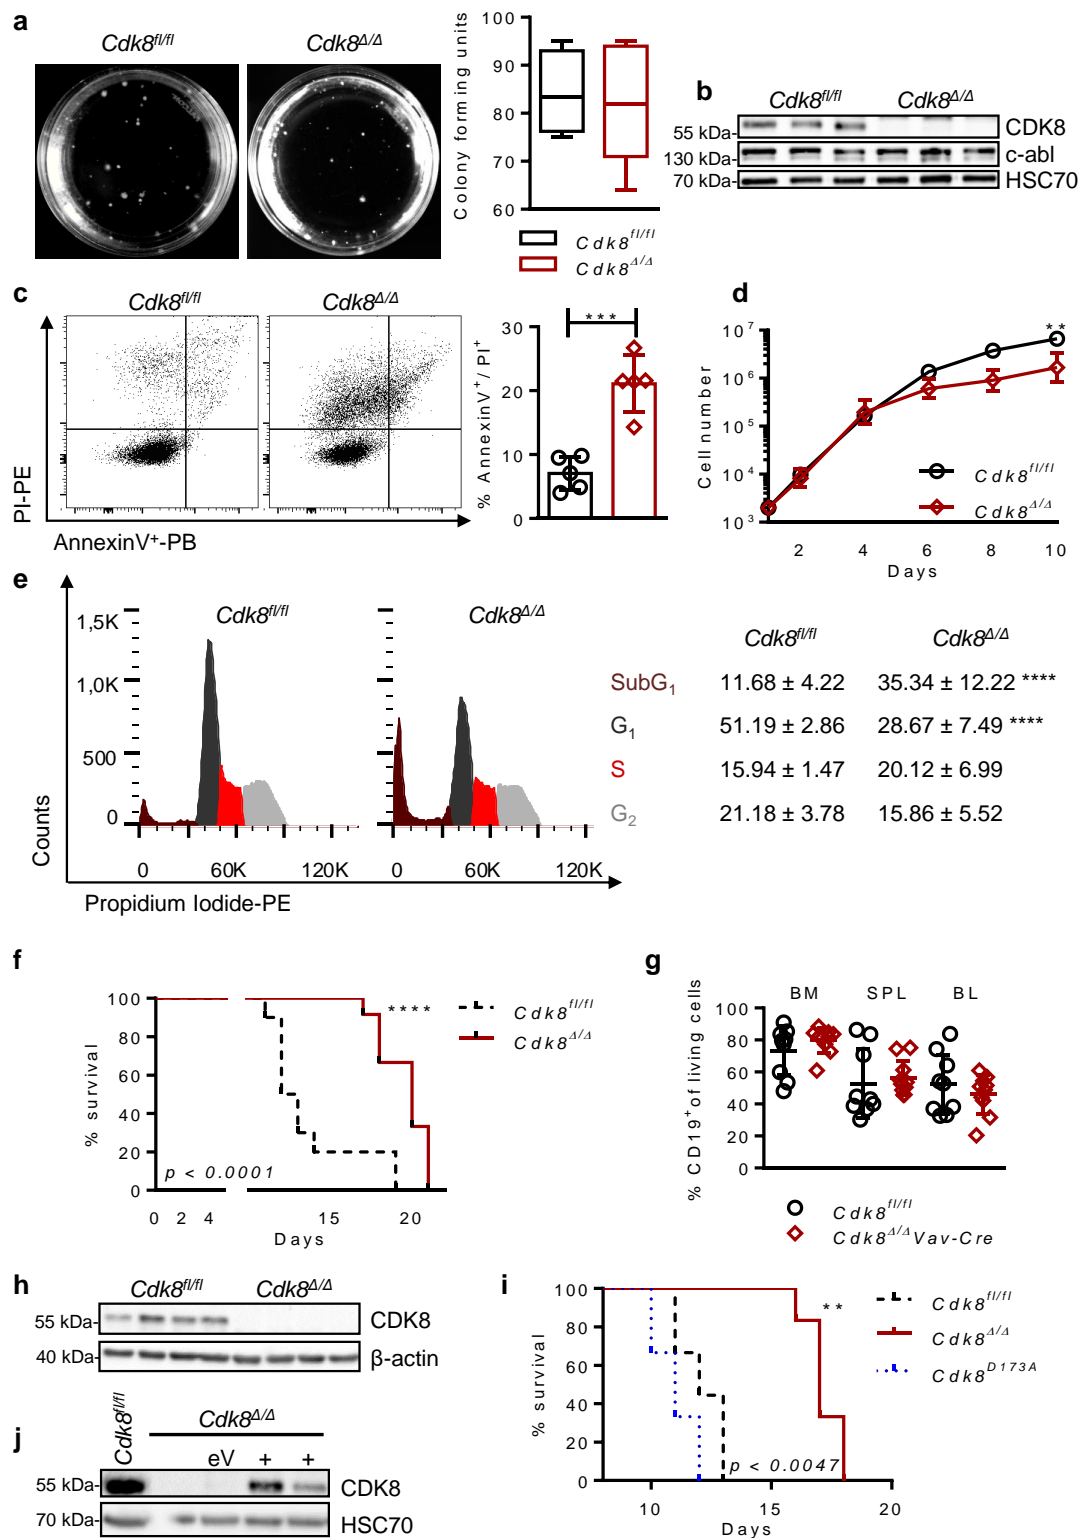

**Supplementary Figure 3:** CDK8 is not required for initial v-ABL<sup>p160+</sup> transformation. **a** v-ABL<sup>p160+</sup>-induced colony formation of *Cdk8<sup>fl/fl</sup>* and *Cdk8<sup>Δ/Δ</sup> Vav-Cre* BM cells in growth-factor free methylcellulose. Summary of colony formation assays (*Cdk8<sup>fl/fl</sup>* n = 2 and *Cdk8<sup>Δ/Δ</sup> Vav-Cre* n = 4 per genotype in duplicates). Center value represents median, the box 25<sup>th</sup> to 75<sup>th</sup> percentiles and whiskers min to max. **b** CDK8 and c-ABL protein levels in v-ABL<sup>p160+</sup> cell lines. HSC70 served as loading control. **c** Representative FACS profile of an AnnexinV/PI staining of v-ABL<sup>p160+</sup> *Cdk8<sup>fl/fl</sup>* and v-ABL<sup>p160+</sup> *Cdk8<sup>Δ/Δ</sup> Vav-Cre* cell lines and summary of the data (n = 3 per genotype, measured in duplicates). **d** Growth curve of v-ABL<sup>p160+</sup> *Cdk8<sup>fl/fl</sup>* and v-ABL<sup>p160+</sup> *Cdk8<sup>Δ/Δ</sup> Vav-Cre* cell lines. Experiment was performed in triplicates (n = 2 per genotype). **e** PI cell cycle staining of v-ABL<sup>p160+</sup> *Cdk8<sup>fl/fl</sup>* and v-ABL<sup>p160+</sup> *Cdk8<sup>Δ/Δ</sup> Vav-Cre* cell lines. Table indicates frequencies of cells in individual phases. **f** v-ABL<sup>p160+</sup> *Cdk8<sup>fl/fl</sup>* and v-ABL<sup>p160+</sup> *Cdk8<sup>Δ/Δ</sup> Vav-Cre* cells were injected intravenously into non-irradiated NSG mice (100000 cells/mouse, n = 10 mice received v-ABL<sup>p160+</sup> *Cdk8<sup>fl/fl</sup>* and 12 mice v-ABL<sup>p160+</sup> *Cdk8<sup>Δ/Δ</sup> Vav-Cre* cells, 3 independent cell lines per genotype). Survival curves of recipients (median survival of *Cdk8<sup>fl/fl</sup>* and *Cdk8<sup>Δ/Δ</sup> Vav-Cre* cohorts: 12.5 and 20 days). **g** Summary of CD19<sup>+</sup> cell distribution in diseased mice. **h** Immunoblotting for CDK8 of ex vivo derived v-ABL<sup>p160+</sup> *Cdk8<sup>fl/fl</sup>* and v-ABL<sup>p160+</sup> *Cdk8<sup>Δ/Δ</sup> Vav-Cre* cells. Levels of β-actin served as loading controls. **i** v-ABL<sup>p160+</sup> *Cdk8<sup>D173A</sup>*, v-ABL<sup>p160+</sup> *Cdk8<sup>fl/fl</sup>* and v-ABL<sup>p160+</sup> *Cdk8<sup>Δ/Δ</sup> Vav-Cre* cells were injected intravenously into non-irradiated NSG mice (100000 cells/mouse, n = 9 mice received v-ABL<sup>p160+</sup> *Cdk8<sup>fl/fl</sup>* and 6 mice v-ABL<sup>p160+</sup> *Cdk8<sup>D173A</sup>* or v-ABL<sup>p160+</sup> *Cdk8<sup>Δ/Δ</sup> Vav-Cre* cells, 2 independent cell lines per genotype). Survival curves of recipients are depicted (median survival of *Cdk8<sup>D173A</sup>*, *Cdk8<sup>fl/fl</sup>* and *Cdk8<sup>Δ/Δ</sup> Vav-Cre* cohorts: 11, 12 and 17 days). **j** Immunoblotting for CDK8 of v-ABL<sup>p160+</sup> *Cdk8<sup>fl/fl</sup>*, v-ABL<sup>p160+</sup> *Cdk8<sup>Δ/Δ</sup> Vav-Cre*, v-ABL<sup>p160+</sup> *Cdk8<sup>Δ/Δ</sup> Vav-Cre* + empty Vector (eV) and v-ABL<sup>p160+</sup> *Cdk8<sup>Δ/Δ</sup> Vav-Cre* reconstituted with CDK8 kinase-dead mutant *Cdk8<sup>D173A</sup>* cells. HSC70 served as loading control. Levels of significance were calculated using **d**, **g** (BM) Mann-Whitney, **a**, **c**, **e** and **g** (SPL, BL) unpaired *t*-test and **f**, **i** long-rank test, data represents means ± SD (\*\*p < 0.01; \*\*\*p<0.001; \*\*\*\*p<0.0001). Source data are provided as a Source Data file

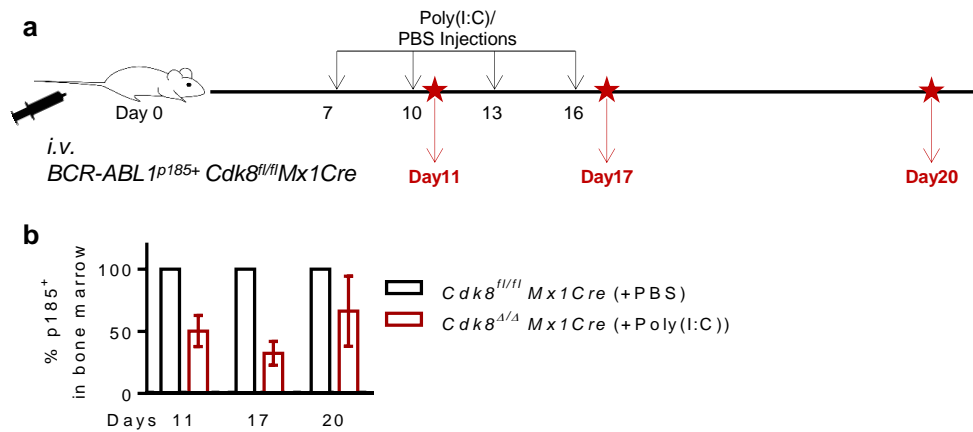

**Supplementary Figure 4: CDK8 is required for maintenance of BCR-ABL1<sup>p185+</sup>** **a** Experimental setup of in vivo time course experiment. Non-irradiated NSG mice received BCR-ABL1<sup>p185+</sup> *Cdk8<sup>fl/fl</sup> Mx1Cre* cell lines and were analysed at the indicated time point for BCR-ABL1<sup>p185+</sup> cell in the BM (2500 cells/mouse, n = 3 received PBS as vehicle control and n = 9 received intraperitoneal poly (I:C) (200 µg) injections, 3 independent cell lines were used). **b** Bar diagram depicts percentages of BCR-ABL1<sup>p185+</sup> cells in the bone marrow on days 11, 17 and 20. Data represents means ± SD

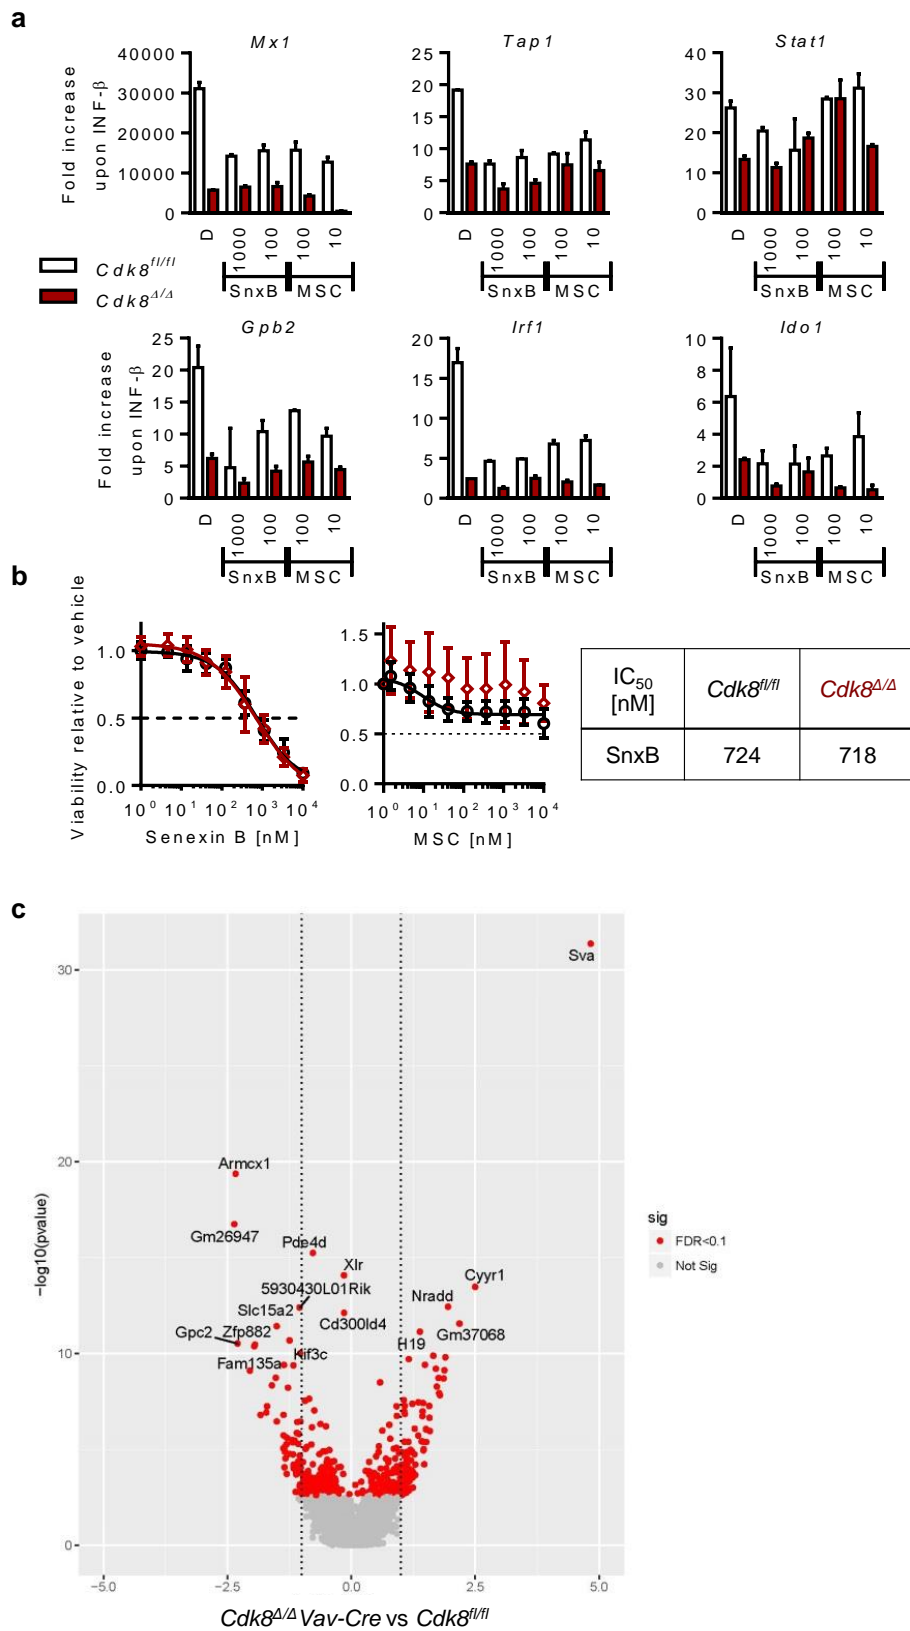

**Supplementary Figure 5:** CDK8 kinase-inhibition fails to mimic the effects of *Cdk8* deletion in BCR-ABL1<sup>p185+</sup> cell lines. **a** RT-qPCRs of STAT1 target genes *Mx1*, *Stat1*, *Tap1*, *Gpb2*, *Irf1* and *Ido1*. BCR-ABL1<sup>p185+</sup> *Cdk8*<sup>fl/fl</sup> were incubated 48 hours with 1000 nM or 100 nM SenexinB (SnxB) or 100 nM or 10nM MSC and stimulated 24 hours with interferon- $\beta$ . Fold increase is relative to unstimulated gene expression. Bars depict mean  $\pm$  SD. **b** Dose-response curves of BCR-ABL1<sup>p185+</sup> *Cdk8*<sup>fl/fl</sup> and BCR-ABL1<sup>p185+</sup> *Cdk8* $\Delta/\Delta$  Vav-Cre cell lines (sum of MSC n = 2 and SnxB n = 5 cell lines per genotype, measured in quadruplicates (MSC) or triplicates (SnxB); mean  $\pm$  SD). IC<sub>50</sub>'s for Senexin B of BCR-ABL1<sup>p185+</sup> *Cdk8*<sup>fl/fl</sup> and BCR-ABL1<sup>p185+</sup> *Cdk8* $\Delta/\Delta$  Vav-Cre are listed in the table. **c** Volcano Blot of the 159 differentially expressed genes of BCR-ABL1<sup>p185+</sup> *Cdk8* $\Delta/\Delta$  Vav-Cre vs BCR-ABL1<sup>p185+</sup> *Cdk8*<sup>fl/fl</sup> cell lines. Source data are provided as a Source Data file

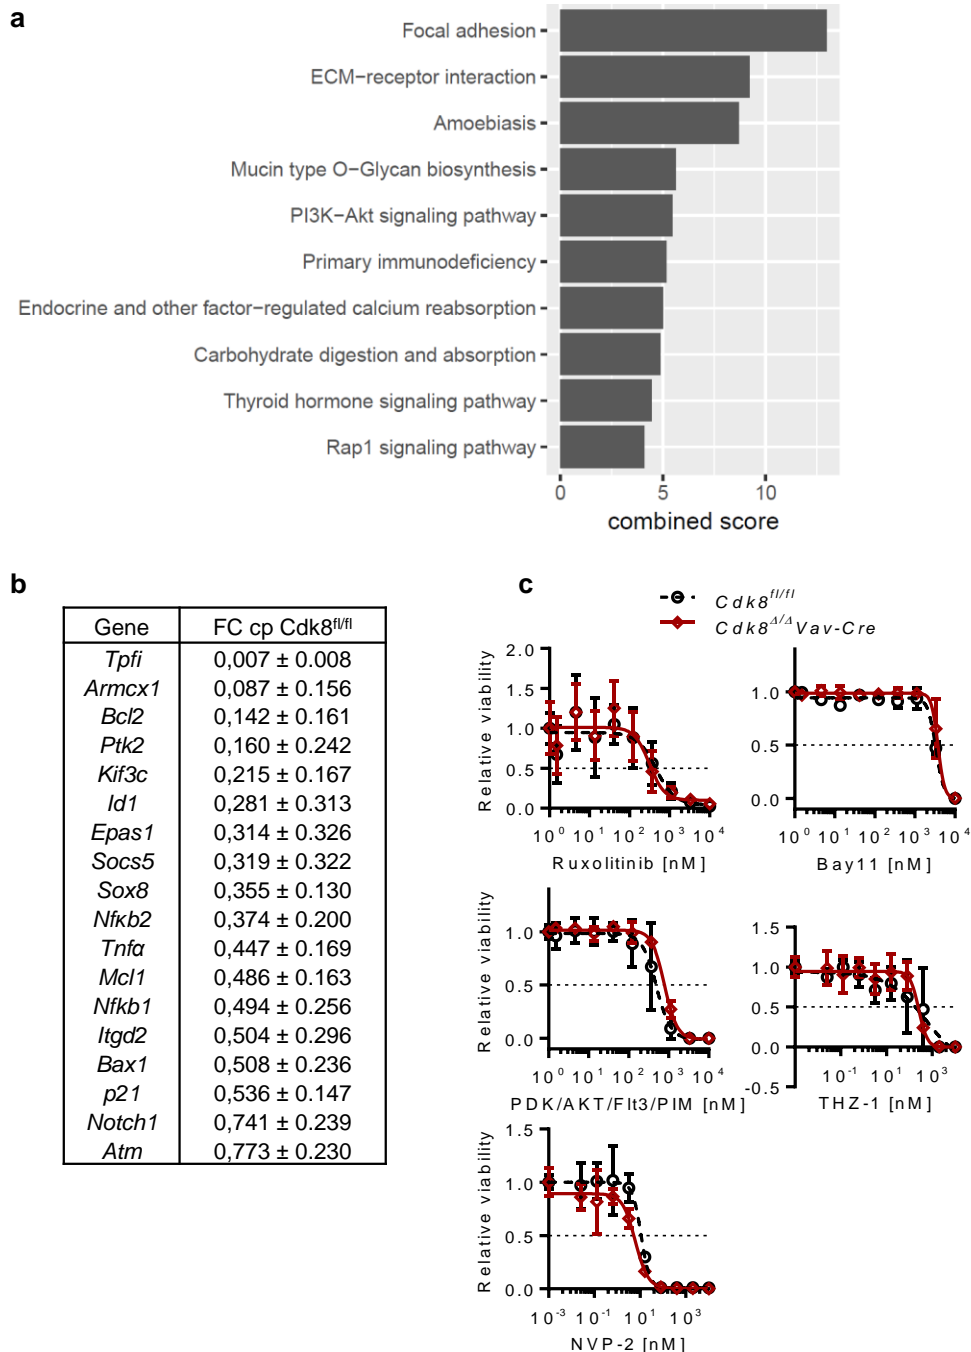

**Supplementary Figure 6:** CDK8 regulates the mTOR pathway. **a** Top 10 enriched KEGG pathways of genes down-regulated in BCR-ABL1<sup>p185+</sup> *Cdk8*<sup>Δ/Δ</sup> *Vav-Cre* vs. BCR-ABL1<sup>p185+</sup> *Cdk8*<sup>fl/fl</sup> cell lines. Top 10 KEGG pathways obtained by Enrichr ranked by the combined score (log (Fisher exact test p-value) \* z-score). For p-values and z-scores, see Supplementary Table 2. **b** Table shows fold changes in gene expression BCR-ABL1<sup>p185+</sup> *Cdk8*<sup>Δ/Δ</sup> *Vav-Cre* compare to BCR-ABL1<sup>p185+</sup> *Cdk8*<sup>fl/fl</sup> of a set of genes that were found to be differentially expressed (RNA-seq) by qRT-PCR. Values display mean ± SD of n = 4 per genotype measured in triplicates. **c** Dose-response curves for Ruxolitinib, Bay11, PDK/AKT/Fit3/PIM, THZ-1 and NVP-2; mean ± SD. Source data are provided as a Source Data file

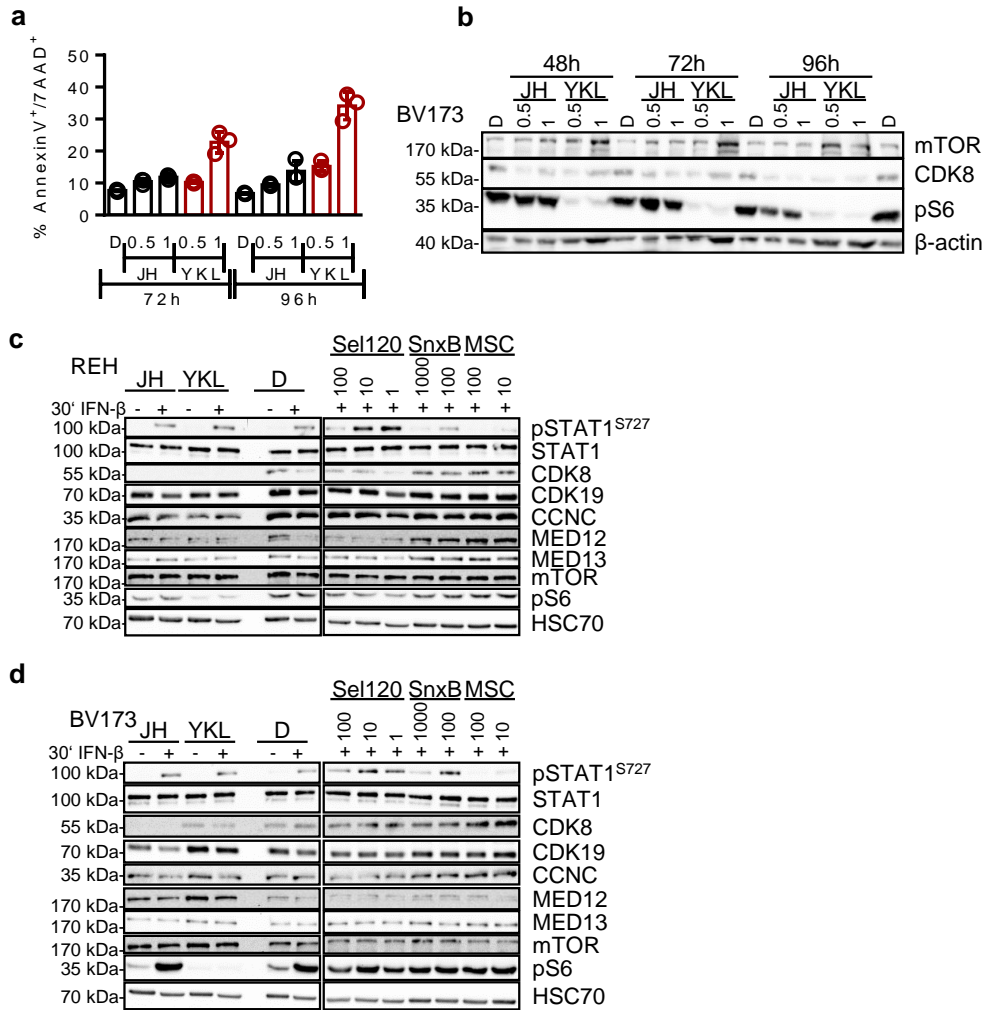

**Supplementary Figure 8:** Chemical CDK8 degradation cooperates with mTOR inhibition. **a** AnnexinV/7AAD staining of BV173 cells incubated with 0.5  $\mu$ M and 1  $\mu$ M of JH-XI-10-02 or YKL-06-101 for 72 and 96 hours. DMSO was used as vehicle control (D: DMSO, n = 3). **b** Immunoblotting of mTOR, CDK8 and pS6<sup>S240/244</sup> of BV173 cell line incubated with 0.5  $\mu$ M and 1  $\mu$ M of JH-XI-10-02 or YKL-06-101 for 48, 72 and 96 hours. DMSO (indicated as D) served as vehicle control and  $\beta$ -actin as loading control. REH **c** or BV173 **d** incubated with 1  $\mu$ M of JH-XI-10-02 or YKL-06-101 or indicated concentrations [nM] of Sel120, SnxB or MSC for 48 hours. Plus (+) indicates samples treated 30 min with interferon- $\beta$  (IFN- $\beta$ ) before harvesting. Blots were probed for pSTAT1<sup>S727</sup>, total STAT1, CDK8, CDK19, CCNC, MED12, MED13, mTOR and pS6<sup>S240/244</sup>. DMSO (indicated as D) served as vehicle control and HSC as loading control. Levels of significance were calculated using Kruskal-Wallis test followed by Dunn's test, data represents means  $\pm$  SD. Source data are provided as a Source Data file

## Supplementary Tables

**Supplementary Table 1:** Genes set enrichment analysis.

| Gene set enrichment analysis – Hallmarks |       |       |           |           |            |
|------------------------------------------|-------|-------|-----------|-----------|------------|
| Gene sets                                | ES    | NES   | NOM p-val | FDR q-val | FWER p-val |
| Apical surface                           | -0.50 | -1.68 | 0.000     | 0.010     | 0.004      |
| TNF $\alpha$ signaling via NF $\kappa$ B | -0.42 | -1.66 | 0.000     | 0.014     | 0.010      |
| UV response                              | -0.36 | -1.41 | 0.004     | 0.132     | 0.147      |
| E2F targets                              | -0.36 | -1.40 | 0.000     | 0.099     | 0.147      |
| KRAS signaling                           | -0.35 | -1.39 | 0.004     | 0.096     | 0.173      |
| G2M Checkpoint                           | -0.35 | -1.37 | 0.004     | 0.093     | 0.197      |
| MTORC1 signaling                         | -0.33 | -1.34 | 0.000     | 0.109     | 0.253      |
| PI3K AKT MTOR signaling                  | -0.36 | -1.34 | 0.022     | 0.097     | 0.258      |
| Inflammatory response                    | -0.34 | -1.33 | 0.007     | 0.100     | 0.296      |
| Cholesterol homeostasis                  | -0.38 | -1.32 | 0.041     | 0.091     | 0.298      |
| Estrogen response early                  | -0.33 | -1.31 | 0.008     | 0.092     | 0.327      |
| IL2 STAT5 signaling                      | -0.31 | -1.27 | 0.004     | 0.128     | 0.456      |
| Unfolded protein response                | -0.34 | -1.26 | 0.037     | 0.130     | 0.488      |
| Heme metabolism                          | -0.31 | -1.24 | 0.017     | 0.139     | 0.541      |
| Spermatogenesis                          | -0.32 | -1.22 | 0.034     | 0.161     | 0.623      |
| Allograft rejection                      | -0.30 | -1.21 | 0.037     | 0.178     | 0.684      |
| Oxidative phosphorylation                | -0.30 | -1.20 | 0.043     | 0.174     | 0.703      |
| Hedgehog signaling                       | -0.36 | -1.14 | 0.243     | 0.285     | 0.874      |
| p53 pathway                              | -0.36 | -1.14 | 0.243     | 0.285     | 0.874      |
| Angiogenesis                             | -0.36 | -1.13 | 0.243     | 0.284     | 0.900      |
| IL6 JAK-STAT3 signaling                  | -0.32 | -1.11 | 0.248     | 0.317     | 0.929      |
| Hypoxia                                  | -0.28 | -1.10 | 0.159     | 0.33      | 0.945      |
| Apoptosis                                | -0.28 | -1.10 | 0.195     | 0.325     | 0.950      |
| Interferon gamma response                | -0.28 | -1.10 | 0.129     | 0.313     | 0.951      |
| Estrogen response late                   | -0.27 | -1.07 | 0.208     | 0.367     | 0.974      |
| Adipogenesis                             | -0.27 | -1.07 | 0.207     | 0.360     | 0.975      |
| Pancreas beta cells                      | -0.35 | -1.06 | 0.325     | 0.377     | 0.982      |
| Reactive oxygen species pathway          | -0.31 | -1.06 | 0.316     | 0.372     | 0.985      |
| Apical junction                          | -0.26 | -1.05 | 0.280     | 0.402     | 0.994      |

ES: enrichment score; NES: normalized enrichment score; NOM p-val: nominal p-value; FDR q-val: False discovery rate q-value; FWER p-val: familywise-error rate p-value

**Supplementary Table 2: EnrichR pathway analysis.**

| Term                                                      | Overlap | P-value | Z-score | Combined score | Genes                                   |
|-----------------------------------------------------------|---------|---------|---------|----------------|-----------------------------------------|
| Focal adhesion                                            | 7/202   | 0,0011  | -1,922  | 12,9539        | LAMA5;ACTN1;SPP1;PTK2;THBS3;IGF1R;ITGA9 |
| ECM-receptor interaction                                  | 4/82    | 0,0041  | -1,6821 | 9,2221         | LAMA5;SPP1;THBS3;ITGA9                  |
| Amaeosis                                                  | 4/100   | 0,0083  | -1,8183 | 8,6999         | LAMA5;ACTN1;PLCB2;PTK2                  |
| Mucin type O-Glycan biosynthesis                          | 2/31    | 0,0251  | -1,524  | 5,6147         | GALNT6;GALNT10                          |
| PI3K-Akt signaling pathway                                | 6/341   | 0,0552  | -1,8856 | 5,4591         | LAMA5;SPP1;PTK2;THBS3;IGF1R;ITGA9       |
| Primary immunodeficiency                                  | 2/37    | 0,0348  | -1,538  | 5,1612         | RAG2;RAG1                               |
| Endocrine and other factor-regulated calcium reabsorption | 2/47    | 0,0537  | -1,7135 | 5,0078         | ATP1A3;PLCB2                            |
| Carbohydrate digestion and absorption                     | 2/45    | 0,0497  | -1,625  | 4,8755         | ATP1A3;PLCB2                            |
| Thyroid hormone signaling pathway                         | 3/118   | 0,0679  | -1,6469 | 4,4274         | RCAN1;ATP1A3;PLCB2                      |
| Rap1 signaling pathway                                    | 4/211   | 0,088   | -1,685  | 4,0946         | ID1;PLCB2;RAP1GAP;IGF1R                 |

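Supplementary Table 2 names 16 genes, of which 12 passed the filter on low counts in the DMSO libraries. Of the 12, 5 were higher and 7 lower in *Cdk8*Δ/Δ*Vav–Cre* than in *Cdk8* fl/fl DMSO lines, with log2 fold changes from -2.77 for *Igf1r* to 3.60 for *Rag2*. The paper's legend describes the genes entered as downregulated, so the direction of these 5 is opposite to the paper's. Adjusted over this list alone, 7 had an adjusted p under 0.05 in edgeR's test, and over all tested genes 0 had, while 9 had an unadjusted p under 0.05. The paper took these genes from its own calls on these data, so low p values within the list are no separate evidence. *Rag1* (chromosome 2, 101638282 to 101649501) rose from 2.71 ± 0.92 CPM to 31.0 ± 31.6 CPM in *Cdk8*Δ/Δ*Vav–Cre* lines (SD, n = 4), a log2 fold change of 3.51 with a standard error of 0.70. *Actn1* had a log2 fold change of 2.21 (standard error 0.53) and *Rcan1* of -1.43 (standard error 0.36). For *Rag1*, *Rag2*, *Actn1* and *Rcan1*, the 4 *Cdk8*Δ/Δ*Vav–Cre* DMSO lines did not overlap the 4 *Cdk8* fl/fl DMSO lines.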

Results from EnrichR pathway analysis using significant downregulated genes (fold change > 2, padjust < 0.1) between BCR-ABL1<sup>p185+</sup> *Cdk8*<sup>Δ/Δ</sup> Vav-Cre vs. BCR-ABL1<sup>p185+</sup> *Cdk8*<sup>fl/fl</sup> cell lines.

**Supplementary Table 3: Patient information.**

Pat. No: patient number; WBC: white blood cell count; f: female, m: male; G/l: 10<sup>9</sup> cells per liter; BM: bone marrow, PB: peripheral blood; -: negative for BCR-ABL1; +: positive for BCR-ABL1, n.a.: not available

## Supplementary Methods

**Supplementary Table 4:** Sequences of shRNAs used in this study

|                                                                                                        |
|--------------------------------------------------------------------------------------------------------|
| Ren. 713                                                                                               |
| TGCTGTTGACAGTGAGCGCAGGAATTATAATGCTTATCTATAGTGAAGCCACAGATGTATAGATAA<br>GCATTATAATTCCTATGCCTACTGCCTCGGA  |
| Myc.1888                                                                                               |
| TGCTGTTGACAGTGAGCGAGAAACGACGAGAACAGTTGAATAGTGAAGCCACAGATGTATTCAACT<br>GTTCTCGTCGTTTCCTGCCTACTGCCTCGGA  |
| Cdk6.897                                                                                               |
| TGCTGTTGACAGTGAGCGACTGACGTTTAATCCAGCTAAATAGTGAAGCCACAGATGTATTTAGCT<br>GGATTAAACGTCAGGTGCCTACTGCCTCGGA  |
| Cdk7.1145                                                                                              |
| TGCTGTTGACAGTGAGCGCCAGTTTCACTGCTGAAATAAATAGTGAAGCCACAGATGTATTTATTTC<br>AGCAGTGAAACTGTTGCCTACTGCCTCGGA  |
| Cdk8.2547                                                                                              |
| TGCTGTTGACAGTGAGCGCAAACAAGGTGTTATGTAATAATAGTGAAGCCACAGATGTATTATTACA<br>TAACACCTTGTTTTTGCCTACTGCCTCGGA  |
| Cdk9.2872                                                                                              |
| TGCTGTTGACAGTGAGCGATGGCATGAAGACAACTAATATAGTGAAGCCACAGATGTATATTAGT<br>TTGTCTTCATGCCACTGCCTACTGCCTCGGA   |
| Ccnc.574                                                                                               |
| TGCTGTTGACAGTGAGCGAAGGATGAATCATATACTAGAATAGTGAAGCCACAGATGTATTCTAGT<br>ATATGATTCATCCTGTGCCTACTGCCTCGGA  |
| Cdk19.1560                                                                                             |
| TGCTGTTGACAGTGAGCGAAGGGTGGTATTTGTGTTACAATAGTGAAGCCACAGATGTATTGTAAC<br>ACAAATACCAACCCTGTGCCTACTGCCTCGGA |
| Med12.3320                                                                                             |
| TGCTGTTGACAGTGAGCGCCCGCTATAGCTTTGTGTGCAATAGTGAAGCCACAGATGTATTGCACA<br>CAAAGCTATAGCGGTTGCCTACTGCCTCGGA  |
| Med13.9367                                                                                             |
| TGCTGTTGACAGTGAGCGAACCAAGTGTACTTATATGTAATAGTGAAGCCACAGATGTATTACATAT<br>AAGTACACTTGGTGTGCCTACTGCCTCGGA  |

**Supplementary Table 5:** Primers and PCR program used for genotyping.

| Genotype                                     | PCR program   | Forward primer (F) (5'-3')<br>Reverse primer (R) (5'-3')                                                 | Product size (bp)               |
|----------------------------------------------|---------------|----------------------------------------------------------------------------------------------------------|---------------------------------|
| Cdk8 <sup>fl/fl</sup><br>Cdk8 <sup>Δ/Δ</sup> | 5' 95°C x1    | L3F2: ACCTTCCCCCTGTCTCAGACAGTCCTT<br>L2R: AGGAAAACGACAATGGAAGCAGCAGC<br>Ef2(Δ0):CGTAGGTAGCAATCTGGTCGGGGT | 600 (Δ)<br>499 (fl)<br>446 (wt) |
|                                              | 30'' 95°C     |                                                                                                          |                                 |
|                                              | 40'' 60°C x35 |                                                                                                          |                                 |
|                                              | 40'' 72°C     |                                                                                                          |                                 |
| Mx1Cre                                       | 5' 72°C x1    | F: CGGTCGATGCAACGAGTGATGAGG<br>R: CCAGAGACGGAAATCCATCGCTCG                                               | 700                             |
|                                              | 30'' 95°C     |                                                                                                          |                                 |
|                                              | 40'' 57°C x35 |                                                                                                          |                                 |
|                                              | 40'' 72°C     |                                                                                                          |                                 |
| VavCre                                       | 5' 72°C x1    | F: AGATGCCAGGACATCAGGAACCTG<br>R: ATCAGCCACACCAGACACAGAGATC                                              | 236                             |
|                                              | 30'' 95°C     |                                                                                                          |                                 |
|                                              | 40'' 60°C x35 |                                                                                                          |                                 |
|                                              | 40'' 72°C     |                                                                                                          |                                 |
|                                              | 5' 72°C x1    |                                                                                                          |                                 |

**Supplementary Table 6:** Flow cytometry antibodies used in this study (working dilution 1:100)

| Name                          | Clone        | Conjugate                         | Company            | Cat. no.                     |
|-------------------------------|--------------|-----------------------------------|--------------------|------------------------------|
| BP-1                          | 6C3          | Biotin                            | eBioscience        | 13-5891                      |
| CD11b (Mac1)                  | M1/70        | eFluor450<br>PerCP-Cy5.5          | eBioscience        | 48-0112<br>45-0112           |
| CD127 (IL-7R alpha)           | A7R34        | Biotin                            | eBioscience        | 13-1271                      |
| CD135 (Flt3)                  | A2F10        | Biotin                            | eBioscience        | 13-1351                      |
| CD150 (SLAM)                  | TC15-12F12.2 | APC                               | BioLegend          | 115910                       |
| CD16/CD32 Fc gamma<br>RII/III | 93           | PE                                | eBioscience        | 12-0161                      |
| CD19                          | eBio1D3      | APC-Cy7<br>eFluor780<br>eFluor450 | BD<br>eBiosciennce | 557655<br>47-0193<br>48-0193 |
| CD3                           | 17A2         | eFluor450                         | eBioscience        | 48-0032                      |
| CD34                          | RAM34        | FITC<br>APC                       | BD                 | 553733<br>560230             |
| CD4                           | GK1.5        | PE-Cy7<br>FITC                    | eBioscience<br>BD  | 25-0041<br>553729            |

|                 |         |                                           |                                  |                                         |
|-----------------|---------|-------------------------------------------|----------------------------------|-----------------------------------------|
| CD43            | S7      | PE                                        | BD                               | 553271                                  |
| CD45.1          | A20     | PE                                        | eBioscience                      | 12-0453                                 |
| CD45.2          | 104     | APC-eFluor780<br>eFluor450                | eBioscience                      | 47-0454<br>48-0454                      |
| CD45R (B22)     | RA3-6B2 | eFluor450<br>PerCP-Cy5.5                  | eBioscience                      | 48-0452<br>45-0452                      |
| CD48            | HM48-1  | PE                                        | eBioscience                      | 12-0481                                 |
| CD8a            | 53-6.7  | APC<br>APC                                | ImmoTool<br>BD                   | 22150086<br>553035                      |
| c-kit (CD117)   | 2B8     | PerCP-Cy5.5                               | eBioscience                      | 15-1171                                 |
| Gr1 (Ly6G/Ly6C) | RB6-8C5 | eFluor450<br>FITC<br>APC<br>APC-eFluor780 | eBioscience<br>BD<br>eBioscience | 48-5931<br>553127<br>17-8931<br>47-5931 |
| IgD             | 11-26   | APC                                       | eBioscience                      | 17-5993                                 |
| IgM             | 11/41   | FITC                                      | eBioscience                      | 11-5790                                 |
| Sca-1 (Ly6A/E)  | D7      | PE-Cy7                                    | eBioscience                      | 25-5981                                 |
| Streptavidin    |         | APC<br>APC-eFluor780<br>eFluor450         | eBioscience                      | 14-4317<br>47-4317<br>48-4317           |
| Ter119          | TER-119 | eFluor450<br>PE                           | eBioscience                      | 48-5921<br>12-5921                      |

**Supplementary Table 7:** Western Blot antibodies used in this study.

| Antigen        | Source | Dilution | Company          | Cat. no.  |
|----------------|--------|----------|------------------|-----------|
| 4E-BP1 (53H11) | rabbit | 1:1.000  | Cell Signaling   | CS#9644   |
| Akt (40D4)     | mouse  | 1:1.000  | Cell Signaling   | CS#2920   |
| c-abl (K-12)   | rabbit | 1:1000   | Santa Cruz       | sc-131    |
| CDK19          | rabbit | 1:500    | Sigma-Aldrich    | HPA007053 |
| CDK6 (H96)     | rabbit | 1:1.000  | Santa Cruz       | sc-7180   |
| CDK7           | rabbit | 1:1.000  | Cell Signaling   | CS#2090   |
| CDK8           | rabbit | 1:1000   | ThermoScientific | PA1-21780 |

|                                      |        |          |                  |            |
|--------------------------------------|--------|----------|------------------|------------|
| CDK8 (G398)                          | rabbit | 1:1.000  | Cell signaling   | CS#4101    |
| CDK9 (C12F7)                         | rabbit | 1:1.000  | Cell Signaling   | CS#2316    |
| c-Myc (C19)                          |        | 1:1000   | Santa Cruz       | Sc-788     |
| CyclinC (T-19)                       | rabbit | 1:1000   | Santa Cruz       | sc-1061    |
| HSC-70                               | mouse  | 1:1.000  | Santa Cruz       | sc-7298    |
| MED12 (D9K5J)                        | rabbit | 1:1.000  | Cell Signaling   | CS#14360   |
| MED13                                | rabbit | 1:500    | ThermoScientific | #PA5-79654 |
| Mouse IgG-HRP                        |        | 1:10.000 | Cell signaling   | CS#7076    |
| mTOR (30)                            | mouse  | 1:1.000  | Santa Cruz       | sc-517464  |
| p4E-BP1 <sup>T37/46</sup><br>(236B4) | rabbit | 1:1.000  | Cell Signaling   | CS#2855    |
| pAKT <sup>S473</sup> (D9E)           | rabbit | 1:1000   | Cell Signaling   | CS#4060    |
| pS6 <sup>S240/244</sup><br>(D68F8)   | rabbit | 1:1.000  | Cell Signaling   | CS#5364    |
| pSTAT1 <sup>S727</sup>               | rabbit | 1:1.000  | Cell Signaling   | CS#9177    |
| pSTAT5 <sup>S725</sup>               | rabbit | 1:1.000  | Eurogentec       | customized |
| Rabbit IgG-HRP                       |        | 1:5.000  | Cell Signaling   | CS#7074    |
| S6 (54D2)                            | mouse  | 1:1.1000 | Cell Signaling   | CS#2317    |
| STAT1                                | mouse  | 1:1.000  | Santa Cruz       | sc-592     |
| STAT5A/B C-17                        | rabbit | 1:1.000  | Santa Cruz       | sc-835     |
| β-actin                              | mouse  | 1:1.000  | Santa Cruz       | sc-69879   |

**Supplementary Table 8:** qRT-PCR primers used in this study

|        |                    |                                                  |
|--------|--------------------|--------------------------------------------------|
| mEpas1 | Forward<br>Reverse | TGACGATGTGGCTGTAAGTCTGG<br>GAGGGTTCATCGAAGTTCTGG |
| mBcl2  | Forward<br>Reverse | GATGACTGAGTACCTGAACCG<br>CAGAGACAGCCAGGAGAAATC   |
| mKif3c | Forward<br>Reverse | CAGGACCAACACGAAGAGTAC<br>GAAAAGGCGGTTTCATGATCTTG |
| mSocs5 | Forward<br>Reverse | TTTGGTAGAACTCGAAGCGG<br>GAAAACACAAACCCACCGTG     |
| mId1   | Forward<br>Reverse | GCTGAACTCGGAGTCTGAAG<br>GCCTCAGCGACACAAGATG      |
| mSox8  | Forward<br>Reverse | CATCTCCATAACGCAGAGCTC<br>TGGCTGGTATTTGTAATCTGGG  |
| mPtk2  | Forward            | AGTTTGACCATCCTCACATCG                            |

|           |         |                          |
|-----------|---------|--------------------------|
|           | Reverse | TCAAAGATGCCAGGTCCAAG     |
| mArmcx1   | Forward | GGTGCCTGCTACTGTGTATAC    |
|           | Reverse | CCCTACCCCAACATTAGTCTTAAG |
| mTfpi     | Forward | CCCAGTGAATGAGGTACAGATG   |
|           | Reverse | GTTGAAGACACCAGGGACG      |
| mAtm      | Forward | GATCCTTCCCACTCCAGAAAC    |
|           | Reverse | ACTCCGCATAACTTCCATCG     |
| mNfkb1    | Forward | AAGACAAGGAGCAGGACATG     |
|           | Reverse | AGCAACATCTTCACATCCCC     |
| mNfkb2    | Forward | CACCCATCTAGTCACCAAGC     |
|           | Reverse | TCAGCACCAGCCTTTAGAAG     |
| mTnfalpha | Forward | CCCTCACACTCAGATCATCTTCTC |
|           | Reverse | GTCTTTGAGATCCATGCCGTTG   |
| mMx1      | Forward | GACTACCACTGAGATGACCCAGC  |
|           | Reverse | ATTCCTCCCCAAATGTTTTCA    |
| mSTAT1    | Forward | CACATTCACATGGGTGGAAC     |
|           | Reverse | TCTGGTGCTTCCTTTGGTCT     |
| mIldo1    | Forward | GAGGATGCGTGACTTTGTGGAC   |
|           | Reverse | CATACAGCAGACCTTCTGGCAG   |
| mIrf1     | Forward | CGGACACTTTCTCTGATGGA     |
|           | Reverse | CGGAGGTGGAAGGCATGGGTGA   |
| mGpb2     | Forward | TGCTAAACTTCGGGAACAGG     |
|           | Reverse | GAGCTTGGCAGAGAGGTTTG     |
| mTap1     | Forward | CTGGCAACCAGCTACGGGT      |
|           | Reverse | TGAGAAAGAGGATGTGGTGGG    |
| mMcl1     | Forward | CGCAACCACGAGACGGCCTT     |
|           | Reverse | ACTCCACAAACCCATCCCAGCCT  |
| mNotch    | Forward | CAATGACCCCTGGAAGAACTGC   |
|           | Reverse | GCCATCCCACTCACATTCCG     |
| mp21      | Forward | GAACATCTCAGGGCCGAAA      |
|           | Reverse | ATCTGCGCTTGGAGTGATAG     |
| mBax      | Forward | GGAGATGAACTGGACAGCAA     |
|           | Reverse | AAGTTGCCATCAGCAAACAT     |
| mItgb2    | Forward | ATGCACCAAGTACAAAGTCAGC   |
|           | Reverse | TTGGTCGAACTCAGGATTAGC    |
| mUbe2d2a  | Forward | AGGTCCTGTTGGAGATGATATGTT |
|           | Reverse | TTGGGAAATGAATTGTCAAGAAA  |
| mβ-actin  | Forward | CTCTGGCTCCTAGCACCATGAAGA |
|           | Reverse | GTAAACGCAGCTCAGTAACAGTCC |
| mHprt     | Forward | GGATTTGAATCACGTTTGTGTCAT |
|           | Reverse | ACACCTGCTAATTTTACTGGCAA  |

## Supplementary Note 1: Synthetic Scheme of YKL-06-101 degrader

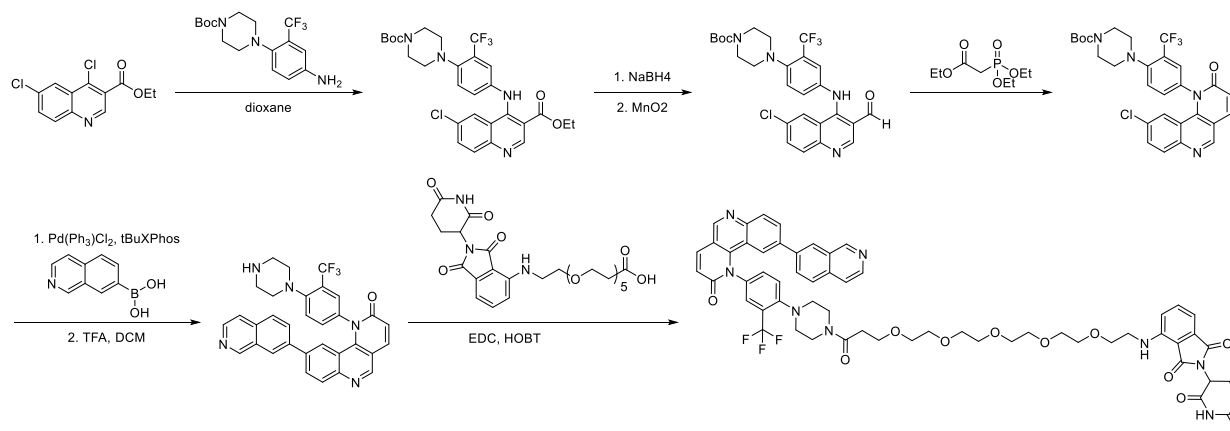

**Step 1:** Ethyl 4-((4-(4-(tert-butoxycarbonyl)piperazin-1-yl)-3-(trifluoromethyl)phenyl)amino)-6-chloroquinoline-3-carboxylate

Ethyl 4,6-dichloroquinoline-3-carboxylate (569 mg, 2.1 mmol), tert-butyl 4-(4-amino-2-(trifluoromethyl)phenyl)piperazine-1-carboxylate (727 mg, 2.1 mmol), and DIEA (258 mg, 0.35 mL, 2 mmol) were mixed in dioxane (10 mL). The mixture was stirred at 100 °C overnight. The reaction was concentrated and purified by flash column chromatography on silica gel (0-70% EtOAc in hexane) to give the title compound as a yellow solid (465 mg, 38%). LCMS:  $m/z$  579.2 [M+1].

**Step 2:** tert-butyl 4-(4-((6-chloro-3-formylquinolin-4-yl)amino)-2-(trifluoromethyl)phenyl)piperazine-1-carboxylate

To a solution of ethyl 4-((4-(4-(tert-butoxycarbonyl)piperazin-1-yl)-3-(trifluoromethyl)phenyl)amino)-6-chloroquinoline-3-carboxylate (465 mg, 0.8 mmol) in EtOH (10 mL) was added NaBH<sub>4</sub> (304 mg, 8.0 mmol) slowly. The mixture was stirred at rt overnight. The reaction was concentrated and extracted with EtOAc from H<sub>2</sub>O, washed with brine, dried (Na<sub>2</sub>SO<sub>4</sub>), and concentrated. The residue was mixed in DCM (10 mL) and MnO<sub>2</sub> (2 g) was added. The mixture was stirred at room temperature overnight. The mixture was filtered through Celite and concentrated. The residue was put into next step directly.

**Step 3:** tert-butyl 4-(4-(9-chloro-2-oxobenzo[h][1,6]naphthyridin-1(2H)-yl)-2-(trifluoromethyl)phenyl)piperazine-1-carboxylate

The tert-butyl 4-(4-((6-chloro-3-formylquinolin-4-yl)amino)-2-(trifluoromethyl)phenyl)piperazine-1-carboxylate (crude from step 2) was dissolved in EtOH (10 mL) and triethyl phosphonoacetate (362 mg, 1.6 mmol) was added, followed by K<sub>2</sub>CO<sub>3</sub> (331 mg, 2.4 mmol). The mixture was stirred at 100 °C overnight. The reaction was concentrated and purified by flash column chromatography on silica gel (100% EtOAc) to give the title compound as a yellow solid (138 mg, 31% over three steps). LCMS:  $m/z$  559.2 [M+1].

**Step 4:** 9-(isoquinolin-7-yl)-1-(4-(piperazin-1-yl)-3-(trifluoromethyl)phenyl)benzo[h][1,6]naphthyridin-2(1H)-one

To a sealed tube was added tert-butyl 4-(4-(9-chloro-2-oxobenzo[h][1,6]naphthyridin-1(2H)-yl)-2-(trifluoromethyl)phenyl)piperazine-1-carboxylate (138 mg, 0.25 mmol), isoquinolin-7-ylboronic acid (86.5 mg, 0.5 mmol), tBuXPhos (10.6 mg, 0.025 mmol), dioxane (6 mL) and Sat. Na<sub>2</sub>CO<sub>3</sub> aq. (1.5 mL). The mixture was stirred at 80 °C overnight. The mixture was filtered and concentrated. The residue was dissolved in DCM (1 mL) and TFA (1 mL) and stirred at room temperature for 1 h. The reaction was

concentrated and purified by flash column chromatography on silica gel (0-10% MeOH in DCM) to give the title compound as a yellow solid (131 mg, 95% over two steps). LCMS: m/z 552.2 [M+1].

Step 5: 2-(2,6-dioxopiperidin-3-yl)-4-((18-(4-(4-(9-(isoquinolin-7-yl)-2-oxobenzo[h][1,6]naphthyridin-1(2H)-yl)-2-(trifluoromethyl)phenyl)piperazin-1-yl)-18-oxo-3,6,9,12,15-pentaoxaoctadecyl)amino)isoindoline-1,3-dione

To a solution of 9-(isoquinolin-7-yl)-1-(4-(piperazin-1-yl)-3-(trifluoromethyl)phenyl)benzo[h][1,6]naphthyridin-2(1H)-one (8.3 mg, 0.015 mmol) and 1-((2-(2,6-dioxopiperidin-3-yl)-1,3-dioxoisoindolin-4-yl)amino)-3,6,9,12,15-pentaoxaoctadecan-18-oic acid (11 mg, 0.015 mmol) in DMF (0.5 mL) were added EDC (3.5 mg, 0.018 mmol), HOBt (2.6 mg, 0.02 mmol) and TEA (7.6 mg, 10  $\mu$ L, 0.075 mmol). The mixture was stirred at room temperature overnight. The mixture was purified by reverse phase HPLC (0-100% MeOH in H<sub>2</sub>O) to give the title compound as a yellow solid (7.7 mg, 47%). <sup>1</sup>H NMR (500 MHz, DMSO-d<sub>6</sub>)  $\delta$  11.02 (s, 1H), 9.48 (s, 1H), 9.17 (s, 1H), 8.58 (d, J=6.0 Hz, 1H), 8.29 (d, J=9.5 Hz, 1H), 8.21 - 8.13 (m, 3H), 8.09 (dd, J=8.7, 1.9 Hz, 1H), 8.06 (d, J=8.6 Hz, 1H), 7.99 (d, J=2.5 Hz, 1H), 7.67 (dd, J=8.5, 2.4 Hz, 1H), 7.59 - 7.52 (m, 2H), 7.49 (dd, J=8.6, 7.1 Hz, 1H), 7.05 (dd, J=5.3, 3.3 Hz, 2H), 6.95 (d, J=6.9 Hz, 1H), 6.91 (d, J=9.4 Hz, 1H), 6.52 (s, 1H), 4.98 (dd, J=12.7, 5.4 Hz, 1H), 3.61 - 3.50 (m, 4H), 3.50 - 3.20 (m, 17H), 2.81 (ddd, J=16.9, 13.7, 5.4 Hz, 1H), 2.74 - 2.66 (m, 1H), 2.65 - 2.57 (m, 1H), 2.55 - 2.51 (m, 1H), 2.51 - 2.46 (m, 2H), 2.34 - 2.24 (m, 1H), 2.00 - 1.88 (m, 1H). LCMS: m/z 1099.4 [M+1].

## Supplementary Note 2: Synthetic Scheme of JH-XI-10-02 degrader

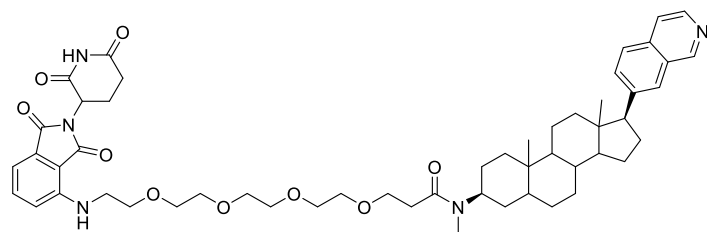

1-((2-(2,6-dioxopiperidin-3-yl)-1,3-dioxoisoindolin-4-yl)amino)-N-((3S,17S)-17-(isoquinolin-7-yl)-10,13-dimethylhexadecahydro-1H-cyclopenta[a]phenanthren-3-yl)-N-methyl-3,6,9,12-tetraoxapentadecan-15-amide

To a solution of (3S,8R,10S,13S,14S,17S)-17-(isoquinolin-7-yl)-N,10,13-trimethylhexadecahydro-1H-cyclopenta[a]phenanthren-3-amine (20 mg, 0.048 mmol) in DMF was added HATU (37 mg, 0.096 mmol) and 1-((2-(2,6-dioxopiperidin-3-yl)-1,3-dioxoisoindolin-4-yl)amino)-3,6,9,12-tetraoxapentadecan-15-oic acid (28 mg, 0.053 mmol) followed by DIEA (42  $\mu$ L, 0.24 mmol). The reaction was stirred for 30 minutes and then injected directly onto the HPLC and purified using a gradient of 1-90% ACN in H<sub>2</sub>O to give the title compound as a yellow solid (8 mg, 18% yield). <sup>1</sup>H NMR (500 MHz, DMSO):  $\delta$  11.09 (s, 1H), 9.71 (s, 1H), 8.60 (s, 1H), 8.36-8.29 (m, 3H), 8.19-8.16 (m, 1H), 7.99 (t, J = 5 Hz, 1H), 7.60-7.54 (m, 1H), 7.15 (dd, J = 5 Hz, 8 Hz, 1H), 7.04 (d, J = 6 Hz, 1H), 5.12- 5.03 (m, 1H), 4.27 (m, 1H), 3.64-3.59 (m, 4H), 3.54-3.45 (m, 14H), 2.99-2.84 (m, 2H), 2.79 (s, 3H), 2.06-1.95 (m, 3H), 1.83-0.91 (m, 24H), 0.77 (s, 3H), 0.43 (s, 3H). MS m/z: 921.49 [M+H]<sup>+</sup>.

## Supplementary References

1. Hardy, R. R. *et al.* Immunological Reviews B-cell commitment, development and selection. *Immunol. Rev.* **175**, 23–32 (2000).
2. Hardy, R. R. B-cell commitment: Deciding on the players. *Curr. Opin. Immunol.* **15**, 158–165 (2003).

# Supplementary material for: A kinase-independent role for CDK8 in BCR-ABL1+ leukemia
**Source:** Nat Commun. 2019 Oct 18;10:4741. doi: 10.1038/s41467-019-12656-x
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Provide a description of all commercial, open source and custom code used to collect the data in this study, specifying the version used OR state that no software was used.

Data analysis

Provide a description of all commercial, open source and custom code used to analyse the data in this study, specifying the version used OR state that no software was used.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The source data and uncropped gel pictures underlying Figs. 1a-e, 2a-f, h, i, 3a-i, 4b-d, f-i, 5a-b, 6b-d and 7d-j and supplementary Figs. 1a, 2a-f, 3a-i, 5a-b, 6b-c, 8a-d are provided as a source data file. Data that support the findings of this study are available from the authors upon reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

## Eukaryotic cell lines

Policy information about [cell lines](#)

Mycoplasma contamination

All cell lines were regularly tested negative for Mycoplasma contaminations

Commonly misidentified lines  
(See [ICLAC](#) register)

N/A

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Conditional C57Bl/6N-Cdk8fl/fl (Cdk8tm1c(EUCOMM)Hmgu) were breed to B6N-Tg(Mx1Cre) and B6N-Tg(Vav-Cre). Cdk8fl/fl, Cdk8fl/flMx1Cre, Cdk8fl/flVav-Cre, Ly5.1+(CD45.1+), Ly5.1/2+ (CD45.1+ and CD45.2+) and NSG (NOD.Cg-Prkdcscidll2rgtm1Wjl/SzJ; The Jackson Laboratory) were maintained under pathogen-free conditions at the University of Veterinary Medicine Vienna.

Wild animals

No wild animals are included.

Field-collected samples

No field-collected samples are included.

Ethics oversight

All animal experiments were approved by the institutional ethics committee and granted by the national authority (Austrian Federal Ministry of Science and Research) according to Section 8ff of Law for Animal Experiments under license BMWF-68.205/0218-Il/3b/2012 and were conducted according to the guidelines of FELASA and ARRIVE.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Single cell suspensions of splenocytes, thymus and BM were prepared. For blood analysis the erythrocytes were lysed using BD FACS Lysing Solution according to manufacturer's protocol (BD Bioscience).

Instrument

FACSCanto II BD Biosystems

Software

BD FACSDiva V8.0 and FlowJo V10 software

Cell population abundance

N/A

Gating strategy

Following stainings were gated according to publications: Hematopoietic stem cell staining (Wilson et al 2008 cell), Myeloid progenitor Staining (Herrera-Merchan, A. et al 2012 Nature Communications) and B-cell staining (Hardy et al. 2003 Curr. Opin. Immunol.) Simpler stainings like lineage, AnnexinV stainings or verification of GFP, dsRED, mCherry positive populations were gated positive like it is depicted in the Figure 3

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

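RNA sequencing compared 4 BCR-ABL1-transformed *Cdk8* fl/fl and 4 *Cdk8*Δ/Δ*Vav–Cre* mouse cell lines, each with DMSO and with 1000 nM Senexin B for 48 h. The 16 libraries were grouped by genotype and treatment from their labels, 4 libraries per group, and the replicate number was taken as the line. The labels call the controls wildtype, which was read as the paper's *Cdk8* fl/fl lines. The authors trimmed single-end reads with Trimmomatic, mapped them with STAR and counted them per gene with featureCounts on the GENCODE M13 annotation of GRCm38. The deposited unit is raw counts, without normalization, and the counting used no strand option. In 15 of the 16 files the header names a folder called modified, and in 1 file (the *Cdk8* fl/fl DMSO library of replicate 1) it names another. The gene models listed in the 16 files are identical. Gene symbols were found for 50376 identifiers and not for 310, and 29942 genes had at least 1 count.

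Library totals ran from 13145876 to 18349425 with a median of 15473664. By group, they ran from 13919525 to 17731914 in *Cdk8* fl/fl DMSO, 13145876 to 18349425 in *Cdk8* fl/fl Senexin B, 13700307 to 15746912 in *Cdk8*Δ/Δ*Vav–Cre* DMSO and 14510986 to 16813588 in *Cdk8*Δ/Δ*Vav–Cre* Senexin B. Lower bounds on folds were computed against a floor of 3 counts, which covers counting error only.

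Counts were analysed in R 4.3.3 with edgeR 4.0.16: TMM normalization, filterByExpr with the groups compared, and the robust quasi-likelihood test with Benjamini-Hochberg adjustment. A gene passed at an adjusted p under 0.05 and an absolute log2 fold change over 1, as in the paper's Methods. The standard error of a log2 fold change was derived from its size and the F statistic. Only the 8 libraries of the groups compared entered each fit, since the DMSO and Senexin B libraries of a genotype come from the same lines. The comparisons were genotype in DMSO, genotype with Senexin B, Senexin B in *Cdk8* fl/fl lines, Senexin B in *Cdk8*Δ/Δ*Vav–Cre* lines, and the interaction of genotype and Senexin B over all 16 libraries. The paper used an earlier version of DESeq2; DESeq2 1.42.0 was run as an alternative. Gene sets were tested with camera in limma 3.58.1 (inter-gene correlation 0.01), and with fgsea 1.28.0 as an alternative, on 11 Reactome sets and the 10 mTOR pathway members of Fig. 7a, with adjustment over the 12; a set was reported only when at least 80% of its members matched a gene. Single values were compared with two-sided exact permutation tests of log2(CPM + 1), whose smallest p for 4 lines against 4 is 0.0286. Figures were drawn with matplotlib 3.10.9.

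The comparisons, tests, limits and the first set of alternatives were chosen before the data were examined. The alternatives were DESeq2 with and without shrunken fold changes, RLE size factors, no filter on low counts, a minimum of 10 counts in every library, an adjusted p limit of 0.1 (the Fig. 5c legend), no fold change limit, all 16 libraries in one fit, treatment as a covariate, the replicate number as a block, leaving out X and Y genes or immunoglobulin and T-cell receptor genes, and leaving out each library in turn. Chosen after the data were seen were DESeq2 fits to all 16 libraries, DESeq2 with a block, an adjusted p limit of 0.1 with the block, the 2 libraries of each line summed, a block nested in genotype, and a division of the *Cdk8* fl/fl lines between the correlated effects. Named are *Cdk8* and the genes of Fig. 1a, genes the paper labels or lists, genes past the limits in a Senexin B comparison (all of them where 10 or fewer, otherwise the 5 with the smallest p in each direction), the genotype calls with the largest changes whose groups do not overlap, and sex-linked and oncogene checks; 1 gene that meets this rule is not reported here.

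The calling was tested on simulated data, in libraries modelled on these. In them, 200 genes were changed by a log2 fold change of 2 or 3, up or down. Changes close to the calling limit were not simulated, so the shares below hold for large changes only. Without a block, edgeR called between 70% and 77% of the changed genes with 3 to 8 unchanged genes called. DESeq2 called between 82.5% and 92% with 30 to 54 unchanged genes called. With the replicate block, edgeR called 98.5% and 99.5% in the Senexin B comparisons, with 3 unchanged genes called in each. Camera ranked a raised set 1 of 12. All 30 genes of that set were raised by a log2 fold change of 1, and genes were drawn independently. Shifts as small as those of the Reactome sets were not simulated. All 120 pairs of the 16 libraries were compared by their counts, and no pair was a copy of another (chi-square per gene of at least 20.8). RT-qPCR, protein, phosphorylation and inhibitor response data of the paper were not analysed here, nor was the Hallmark collection.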

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

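In this part, the test of whether the genes called in *Cdk8* fl/fl lines move the same way in *Cdk8*Δ/Δ*Vav–Cre* lines, that of exchanged labels on genes chosen in *Cdk8*Δ/Δ*Vav–Cre* lines, the test of mislabelled libraries from *Cdk8* and the test of libraries taken from another line were chosen only after the result was seen.

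The mean change of the Reactome PI3K and AKT activation set with Senexin B differed between genotypes. It fell in all 4 *Cdk8* fl/fl lines, with a mean log2 difference of -0.11 (SD 0.11, from -0.25 to -0.01), and rose in all 4 *Cdk8*Δ/Δ*Vav–Cre* lines, with a mean of 0.06 (SD 0.03, from 0.03 to 0.10). The exact permutation p was 0.0286, the smallest possible, and 0.343 after adjustment over 12 sets, so it does not pass the correction. Without the 3 members with the largest difference, the exact p was 0.114. With all libraries thinned to the smallest total of 13145876, the exact p was 0.0571. Since the p was already the smallest possible, both changes could only leave it or raise it, and the members left out were those with the largest difference, so neither test singles out a cause. The difference is reported as one that does not hold under the correction. No gene passed the limits for the interaction of genotype and Senexin B (0 of 14164, with 67 at an unadjusted p under 0.05).

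The paper gives no genes for Senexin B in *Cdk8*Δ/Δ*Vav–Cre* lines. With the replicate block, 7 genes passed there, 5 higher and 2 lower, each in 4 of 4 lines. *Bhlhe41* had a log2 fold change of 1.14 (standard error 0.095, adjusted p = 0.0125 from edgeR with the block) and *Pld4* of -2.11 (standard error 0.16, adjusted p = 0.0125 from edgeR with the block). Over the alternatives set for these genes, the adjusted p of both ran from 0.0125 with the block to 1.00 with DESeq2. Without the block, 0 genes passed and 243 had an unadjusted p under 0.05. Of the 8 splits that exchange treatment labels within lines, 1 gave as many genes, the real one, and the others gave 0; 8 splits cannot give a share under 0.125. Of the 7 genes, 5 were tested in *Cdk8* fl/fl lines, and all 5 moved the same way there with an unadjusted p under 0.05. From the other side, 43 of the 43 genes called in *Cdk8* fl/fl lines and tested in *Cdk8*Δ/Δ*Vav–Cre* lines moved the same way, with a correlation of 0.955 across these genes, which were chosen for their change in *Cdk8* fl/fl lines.

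The 45 genes called in *Cdk8* fl/fl lines with the block were examined for technical explanations. Thinning all libraries to the smallest total left 40 genes, 38 of them among the 45. Leaving out the 10 genes of highest count in each library, 16 genes in all, left all 45. A difference in depth therefore accounts for few of the calls. The test of the highest genes says little, since in these libraries the 10 highest genes held 8.28% to 12.3% of the counts and TMM already trims extreme genes. Of the 8 splits that exchange treatment labels within lines, 2 gave as many genes: the real one with 45, and the one that exchanges the labels of *Cdk8* fl/fl line 1, with 222 (114 higher and 108 lower, 3 shared with the 45). The other 6 splits gave 0. Across genes, the change of *Cdk8* fl/fl line 1 had a correlation of 0.425 with the mean change of the *Cdk8*Δ/Δ*Vav–Cre* lines. This mean does not settle whether the labels of line 1 were exchanged, since the correlation was 0.652 with *Cdk8*Δ/Δ*Vav–Cre* line 1 and 0.398 with line 2 but -0.0728 with line 3 and -0.0171 with line 4, and *Cdk8*Δ/Δ*Vav–Cre* line 1 itself ran against *Cdk8* fl/fl lines 2 to 4 (-0.212 to -0.267). The 5 genes that were chosen in *Cdk8*Δ/Δ*Vav–Cre* lines alone and tested in both genotypes moved the same way in *Cdk8* fl/fl line 1 (5 of 5), and an exchange should turn them around, so these few genes go against exchanged labels. With 8 splits, the number of calls alone cannot be told apart from a chance arrangement of the labels. The *Cdk8*Δ/Δ*Vav–Cre* libraries, which had no part in choosing the 45 genes, argue against one for the 43 genes tested there. In those libraries all 43 moved the same way, 33 of them with an unadjusted p under 0.05 in edgeR's test. The 5 genes chosen in *Cdk8*Δ/Δ*Vav–Cre* lines moved the same way in each of the 4 *Cdk8* fl/fl lines. Genes are not independent replicates, however. The calls may be a response to Senexin B that does not need CDK8 protein. This is a hypothesis, found and tested on the same data. It does not make the response independent of the kinase target, since the paper describes Senexin B as an inhibitor of CDK19 too. *Cdk19* RNA was 159 ± 22.8 CPM (SD, n = 4) in *Cdk8*Δ/Δ*Vav–Cre* DMSO lines. Whether CDK19 takes part was not tested.

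Of 85 groups of 4 values tested for a single value far from the others, 9 held one, where chance gives 4.25. On the log2(CPM + 1) scale, *Ptk2* in *Cdk8* fl/fl DMSO line 4 was 3.33, against 4.83 to 5.14 in the other lines. *Osr2* in *Cdk8* fl/fl DMSO line 4 was 3.10, against 1.32 to 1.56. *Pld4* in *Cdk8*Δ/Δ*Vav–Cre* DMSO line 1 was 5.81, against 3.94 to 4.25. No explanation was tested for these 3 values, and the number of such values is near what chance gives once the sex-linked genes are set aside.

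*Xist* was 11.43 in *Cdk8* fl/fl DMSO line 2, against 1.22 to 1.36 in the other lines, and 11.50 in the same line with Senexin B, against 1.45 to 1.97. *Ddx3y* was 0 in both libraries of this line, against 4.65 to 5.60 with DMSO and 4.86 to 5.48 with Senexin B. Both libraries of this line show it, which goes against an error in a single library. The sex of the lines is not among the conditions, and no biological explanation was tested.

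*Cdk8* was 6.50 in *Cdk8* fl/fl line 1 with Senexin B, against 5.81 to 5.85 in the other *Cdk8* fl/fl lines, and 5.97 in *Cdk8*Δ/Δ*Vav–Cre* line 2 with Senexin B, against 5.40 to 5.49 in the other *Cdk8*Δ/Δ*Vav–Cre* lines. Of the 8 *Cdk8*Δ/Δ*Vav–Cre* libraries, 1, the one from line 2 with Senexin B, was at or above the lowest *Cdk8* fl/fl library of its treatment, so *Cdk8* alone leaves open that it could be a mislabelled library. Against this, *Sva*, chosen after its values were seen, had 95 counts in it and 0 in every *Cdk8* fl/fl library, and 8 of the 8 Senexin B libraries deviated most like the DMSO library of their own line. An exchange with a library of another line is therefore unlikely. Reads from undeleted exons or from cells that keep the gene were not told apart here.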

How the results depend on the processing

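Of the results below, those from DESeq2 on all 16 libraries (4 groups in one fit included) or with a block, from the block with a limit of 0.1, from summed lines, from the nested block and from divided *Cdk8* fl/fl lines were chosen only after the result was seen. Unless a value that bears on the cause is given, the cause was not tested.

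For genotype in DMSO (1 gene), RLE size factors, no filter, the limit of 0.1, no fold change limit, one fit of 4 groups, leaving out X and Y genes or immunoglobulin and T-cell receptor genes, and edgeR on summed lines also gave 1 gene, *Sva* in each. DESeq2 gave 32 genes, with shrunken fold changes 20, and edgeR on all 16 libraries with treatment as a covariate 12. At least 10 counts in every library gave 0 genes (652 at an unadjusted p under 0.05) and so did the replicate block (542), in line with same-numbered lines of different genotypes being unrelated (mean correlation 0.00865). The 8 fits that each left out one library each gave 0 genes, with 487 to 1420 at an unadjusted p under 0.05. DESeq2 on all 16 libraries with treatment as a covariate gave 126 genes, 181 at 0.1, 79 with shrunken fold changes and 116 with both. With genotype alone it gave 129, 196, 86 and 126. DESeq2 on summed lines gave 24. DESeq2 with 4 groups in one fit gave 14, 22 at 0.1, 7 with shrunken fold changes and 9 with both.

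For genotype with Senexin B (0 genes, 202 at an unadjusted p under 0.05), DESeq2 gave 10 genes, with shrunken fold changes 3, and no filter, the limit of 0.1 and one fit of 4 groups 1 each. The replicate block (mean correlation of same-numbered lines 0.108) and the other alternatives gave 0, with 147 to 400 at an unadjusted p under 0.05. DESeq2 with 4 groups gave 7, 9 at 0.1, and 5 with shrunken fold changes at either limit.

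For Senexin B in *Cdk8* fl/fl lines (0 genes, 493 at an unadjusted p under 0.05), the replicate block gave 45 genes, 93 at 0.1, and DESeq2 with the block 180, 215 at 0.1; the other 3 of these 4 settings called all of the 45. DESeq2 without a block gave 19, 14 of them among the 45, and 19 with shrunken fold changes. No filter gave 3. DESeq2 with 4 groups gave 2, 8 at 0.1, 1 with shrunken fold changes and 6 with both. The fits that each left out one library gave 0, with 337 to 1058 at an unadjusted p under 0.05. For Senexin B in *Cdk8*Δ/Δ*Vav–Cre* lines (0 genes, 243 at an unadjusted p under 0.05), the block gave 7 genes, 15 at 0.1, and DESeq2 with the block 77, 89 at 0.1; the other alternatives gave 0, with 138 to 470 at an unadjusted p under 0.05. The interaction gave 0 genes under every alternative, including the block (88 at an unadjusted p under 0.05) and the block nested in genotype (459).

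The correlation of genotype and Senexin B effects (0.360) ran from 0.274 to 0.539 with each library left out, was 0.379 as Spearman's rho, and reversed to -0.116 when the *Cdk8* fl/fl DMSO libraries were divided between the effects. With the *Cdk8* fl/fl lines divided it was 0.126. Restricting it to genes with an adjusted p under 0.05 left 1 gene and no value. Both divisions also halve the *Cdk8* fl/fl libraries in each effect, and dividing only the DMSO libraries leaves Senexin B libraries of the same lines in the other effect, so neither value isolates the sharing of libraries.

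For the genotype sets (2 sets), estimated inter-gene correlations gave 0 sets, the replicate block 1 and the minimum of 10 counts 1, with 0 to 3 sets when each library was left out. For the Senexin B sets (5 sets), the estimated correlations gave 0 and the block 2, with 2 to 5 when each library was left out. The mean of the mTOR signalling set stayed within the spread between lines and *Cdk8* stayed lower in *Cdk8*Δ/Δ*Vav–Cre* DMSO lines under every alternative.

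Among single genes, *Igkc* in *Cdk8* fl/fl lines reversed to -0.50 without the Senexin B library of line 2 (range 4.18 to -0.50 over the 8 fits), and *Dchs2* in *Cdk8*Δ/Δ*Vav–Cre* lines to -0.47 without the Senexin B library of line 3 (range 3.84 to -0.47). These are fits without the block that keep the DMSO library of the same line, which had the highest value of its group. Paired by line, both genes rose with Senexin B in 4 of 4 lines, and with the replicate block both passed (*Igkc* 1.88, adjusted p = 0.00739, and *Dchs2* 1.69, adjusted p = 0.0395, both from edgeR). For the other named genes, 456 values kept direction and side of the limit, 9 became weaker and 44 stronger, and 2 reversed, the ones just given. Depth limits low genes most: *Sva* had at most 103 counts in a library.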

Differences from the paper's values

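The comparisons with DESeq2 on all 16 libraries, with 4 groups in one fit or on summed lines were chosen only after the result was seen.

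For genes higher in *Cdk8*Δ/Δ*Vav–Cre* than in *Cdk8* fl/fl lines, the paper's 103 stands against 1 here, for lower genes the paper's 56 against 0 (with 701 genes of either direction at an unadjusted p under 0.05), and for both together the paper's 159 against 1. None of the alternatives set before the data were examined came within 1.5 times of these numbers: the nearest was DESeq2 on the DMSO libraries, with 24 higher and 8 lower. Those DESeq2 calls used an adjusted p limit of 0.05, while the paper's Fig. 5c legend gives 0.1. Among these alternatives the limit of 0.1 was applied to edgeR alone, and DESeq2 on only the DMSO libraries was not run at 0.1. DESeq2 on all 16 libraries with treatment as a covariate, chosen after seeing the values, gave 126 (80 higher and 46 lower), 181 at an adjusted p limit of 0.1 (111 and 70) and 116 with shrunken fold changes at 0.1 (73 and 43). With genotype alone, also chosen after seeing the values, it gave 129 (79 and 50), 196 (121 and 75) and 126 (79 and 47). These are settings under which the numbers come near the paper's. The paper's Methods name DESeq2 and the genotype contrast but not the treatment of the libraries or the design. Whether the paper used such a fit is therefore not known. Of the 16 genes labelled in Supplementary Fig. 5c, 1 was called here, 7 by DESeq2 on the DMSO libraries, 7 by edgeR on all 16 libraries with treatment as a covariate, and 13 by DESeq2 on all 16 libraries (chosen after seeing the values), where 7 of the 18 genes of Supplementary Fig. 6b were called and 10 of the 16 of Supplementary Table 2, against 0 and 0 here (6 and 9 at an unadjusted p under 0.05). DESeq2 on the DMSO libraries called 2 and 4 of these, and with shrunken fold changes 5 of the Supplementary Fig. 5c genes, 1 and 3. edgeR with treatment as a covariate called 1 of the Supplementary Fig. 6b genes. Of the Supplementary Fig. 5c genes, DESeq2 on summed lines called 7 and DESeq2 with 4 groups in one fit 5, both chosen after seeing the values.

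For Senexin B in *Cdk8* fl/fl lines, the paper's 6 genes stand against 0 here (493 at an unadjusted p under 0.05). None of the alternatives set before the data were examined gave a number within 1.5 times: no filter on low counts gave 3, DESeq2 19 and the replicate block 45. DESeq2 with 4 groups in one fit and an adjusted p limit of 0.1, chosen after seeing the values, gave 8, and with shrunken fold changes 6 (*Csf2rb*, *Csf2rb2*, *Dusp3*, *Fcrl1*, *Pld4* and *Tgtp2*), 5 of them among the 45; the genes were chosen after their values were seen.

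The log2 fold change of *Armcx1* was -3.84 here and the paper's is about -2.3 in Supplementary Fig. 5c, read by eye. It came within the larger error only without the *Cdk8* fl/fl DMSO library of line 1 (-3.15), or without the *Cdk8*Δ/Δ*Vav–Cre* DMSO library of line 3 or of line 4 (-3.44 in each case), not under the other alternatives set before the data were examined. For *Nradd* it was 2.76, against the paper's value of about 1.9 in Supplementary Fig. 5c, read by eye; of the alternatives set before the data were examined, DESeq2 with shrunken fold changes (1.87) closed the gap. For *H19* it was 7.89, against the paper's value of about 1.4 in Supplementary Fig. 5c, read by eye, and again DESeq2 with shrunken fold changes (0.58) was the alternative set before the data were examined that came within the error.

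The paper's figure shows RT-qPCR for 18 genes as deregulated; of the 16 tested here, *Atm*, *Bax* and *Epas1* were higher in *Cdk8*Δ/Δ*Vav–Cre* DMSO lines (0.06, 0.09 and 1.43), against 13 lower. The paper lists cholesterol homeostasis among pathways that fall; the Reactome cholesterol biosynthesis set, a different set, was higher in DMSO here, with a mean log2 fold change of 0.32, and lower with Senexin B, with a median of -0.36. The paper names mTORC1 signaling among the pathways that fall, while the Reactome mTORC1 set had a mean of 0.01. The legend of Supplementary Table 2 calls its genes downregulated. Of the 12 tested here, 7 were lower and 5 higher in *Cdk8*Δ/Δ*Vav–Cre* DMSO lines, among them *Rag1* (3.51), *Rag2* (3.60) and *Actn1* (2.21). The paper has more genes changing with genotype than with Senexin B. Here edgeR called 1 for genotype in DMSO and 0 for Senexin B in *Cdk8* fl/fl lines (493 at an unadjusted p under 0.05). With the replicate block in both, it called 0 (542 at an unadjusted p under 0.05) and 45, and with no filter 1 and 3. DESeq2 on the same libraries called 32 and 19, and with 4 groups in one fit 14 and 2. Which number is larger thus depended on the tool and on the block. Same-numbered libraries had a mean correlation of 0.716 for Senexin B in *Cdk8* fl/fl lines but 0.00865 for genotype in DMSO. The block thus pairs libraries of a line in the first and unrelated lines in the second. Numbers of calls from a comparison within lines and from one between lines do not rank the sizes of the effects.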

Other observations

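Of the tests in this part, that of stress genes and that of the pairing of lines by number, both on *Cdk8* fl/fl line 1, were chosen only after the result was seen.

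For genotype in DMSO, the 8 DMSO libraries can be divided 4 against 4 in 35 ways, of which 8 part every same-numbered pair; the other 27 keep some same-numbered pairs together. Of the 8, 1 gave as many genes as the real one, the real one itself, and so did 1 of the 35. For the gene sets, 2 of the 8 and 14 of the 35 gave as many sets as the real split. For the correlation of genotype and Senexin B effects, 2 of the 8 gave a value as far from 0, the highest being 0.365. For genotype with Senexin B, Senexin B in either genotype without a block and the interaction, the real split gave 0 genes (202, 493, 243 and 67 at an unadjusted p under 0.05), so that all 8 of 8 splits give as many by construction and the comparison says nothing; for Senexin B in *Cdk8* fl/fl lines, another split gave up to 4 genes. For the sets with Senexin B in *Cdk8* fl/fl lines, 1 of 8 gave as many. With 8 splits no share can fall under 0.125.

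DESeq2 over all 16 libraries with treatment as a covariate called 126 genes for genotype. With the 8 lines, both libraries of each, divided 4 against 4, 6 of the 8 splits that part every same-numbered pair gave as many or more (61 to 646 genes), as did 25 of all 35 (44 to 820, median 207); both counts include the real split. With the 2 libraries of each line summed, so that each line counts once, DESeq2 called 24. A candidate explanation for the number of 126 is therefore that each line enters as independent libraries, and differences between single lines pass as differences between genotypes. On simulated data in which 200 genes were changed, DESeq2 on the 8 DMSO libraries called 48 unchanged genes and edgeR 6. The number from DESeq2 on 16 libraries does not by itself set the genotypes apart from other divisions of these lines.

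In *Cdk8* fl/fl line 1 the Senexin B library differed from the DMSO library in another way than in the other *Cdk8* fl/fl lines. Across 12717 genes, its difference had a mean correlation of -0.124 with those of lines 2 to 4, which had 0.409 to 0.665 among themselves, and 0.652 with that of *Cdk8*Δ/Δ*Vav–Cre* line 1. With all libraries thinned to the smallest total, the mean was -0.122, so depth does not account for it. A list of 18 genes known to depend on the stress factor ATF4 was written after the pattern was seen: 17 of 18 were higher with Senexin B in *Cdk8* fl/fl line 1, with a mean log2 difference of 1.19, against means of -1.14, -1.81 and -1.50 in lines 2 to 4. In *Cdk8*Δ/Δ*Vav–Cre* lines the means were 0.90, 0.49, -0.69 and 0.08. A stress or nutrient response that differed between cultures may thus contribute. If same-numbered lines of both genotypes had been handled together, the pairing by number should give the highest correlations; 3 of the 24 pairings gave a mean as high as its 0.431 or higher, so shared handling cannot be told apart from the lines themselves. The DMSO library of *Cdk8* fl/fl line 1 is also the one whose file header names another annotation folder. However, both libraries of the line lay apart: the mean of the list on the log2 CPM scale was 5.97 with DMSO, against 7.19 to 7.40 in lines 2 to 4, and 7.16 with Senexin B, against 5.39 to 6.05, so the processing of the DMSO file alone does not account for it. In DMSO, the list differed between genotypes by a mean of -1.00 (exact permutation test, p = 0.114).

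*Xist* had 2467 and 2362 counts in the DMSO and Senexin B libraries of *Cdk8*Δ/Δ*Vav–Cre* line 1, which also had 2972 and 3299 Y-linked counts. If RNA of the *Xist*-positive *Cdk8*Δ/Δ*Vav–Cre* line 2 had been carried over, other genes specific to line 2 should be found in line 1 at a similar share. A stricter definition of such genes, tried earlier, left none, so they were redefined on the counts of both libraries of a line added up (at least 100 in line 2 and at most 1% of that level in the 6 other lines). Of 6 such genes, 4 had 0 counts in line 1, the median share was 0% and the highest 5.62%, against 3.13% for *Xist*. Counts carried over from line 2 are thus not borne out by the median, although the gene with the highest share exceeded *Xist*, so it is not excluded for single genes. No biological explanation was tested.

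*Cdk8*Δ/Δ*Vav–Cre* line 3 had 16 and 31 *Xist* counts and 5 Y-linked counts in each library. Its mean log2(CPM + 1) over 4 X-linked genes that escape inactivation was 6.38 in DMSO, within the 6.12 to 6.39 of the 5 lines with Y-linked counts and below the 6.68 to 7.06 of the 2 *Xist*-positive lines. With Senexin B the separation was weaker: the *Xist*-positive *Cdk8* fl/fl line 2 was at 6.44 and *Cdk8*Δ/Δ*Vav–Cre* line 2 at 6.89, the 5 lines with Y-linked counts were at 6.23 to 6.38, and *Cdk8*Δ/Δ*Vav–Cre* line 3 was at 6.21. Loss of the Y chromosome in a male line with a single X is a candidate explanation that rests on the DMSO values; a female line that lost 1 X was not tested and would give the same counts.

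*Sva* had 67 to 103 counts in every *Cdk8*Δ/Δ*Vav–Cre* library and 0 in every *Cdk8* fl/fl library. Of the 3 tested genes within 1 Mb, 0 had an unadjusted p under 0.05 for genotype in DMSO, so a change of the whole neighbourhood on chromosome 6 was not seen. The mouse strain of the lines and the position of the Cre transgene were not tested, and no biological explanation was tested.

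With Senexin B in *Cdk8* fl/fl lines, camera called 5 of the 12 sets. Cholesterol biosynthesis (mean log2 fold change 0.72, 19 of 22 genes higher, adjusted p = 9.13e-13) and the G2/M checkpoint set (0.16, 38 of 52 higher, adjusted p = 0.000491) were higher. PI3K and AKT activation (-0.05, 33 of 52 lower, adjusted p = 0.0284), the PI3K cascade (-0.09, 30 of 47 lower, adjusted p = 0.0175) and TNF signaling (-0.22, 8 of 8 lower, adjusted p = 0.0284) were lower. The means of these 5 sets had the same directions for genotype in DMSO, a comparison that shares the *Cdk8* fl/fl DMSO libraries. With whole libraries permuted without regard to lines, the exact p of the 5 sets ran from 0.0571 to 0.286. Paired by line, G2/M was higher in 4 of 4 lines and PI3K and AKT activation lower in 4 of 4 (exact permutation of signs, p = 0.125 for each, the smallest possible with 4 lines), and the other 3 sets moved one way in 3 of 4 lines (p = 0.250). With the replicate block, the cholesterol set (adjusted p = 1.25e-08 from camera) and the G2/M set (0.0169) passed. With estimated inter-gene correlations 0 passed.

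RNA of genes that the paper measures as proteins or pathway members was also read. In DMSO, *Mtor* had a log2 fold change of 0.29 between *Cdk8*Δ/Δ*Vav–Cre* and *Cdk8* fl/fl lines (standard error 0.24, adjusted p = 0.913 from edgeR), and the groups overlapped. Of the 10 mTOR pathway members of Fig. 7a, 9 were tested, 4 were higher and 5 lower, from -0.54 to 0.77, and 0 had an adjusted p under 0.05 (1 had an unadjusted p under 0.05). *Cdk19* had a log2 fold change of -0.28 (standard error 0.21) and *Ccnc* of 0.16 (standard error 0.11). *Gbp2* fell by 1.61 on the log2 scale with Senexin B in *Cdk8* fl/fl lines and by 1.33 in *Cdk8*Δ/Δ*Vav–Cre* lines, lower in 4 of 4 lines of each genotype, with an adjusted p in *Cdk8* fl/fl lines of 0.119 from edgeR with the replicate block and of up to 1.00 under the other alternatives.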
